# RNA-Sequencing Analysis Reveals a Regulatory Role for Transcription Factor *Fezf2* in the Mature Motor Cortex

**DOI:** 10.3389/fnmol.2017.00283

**Published:** 2017-09-07

**Authors:** Alison J. Clare, Hollie E. Wicky, Ruth M. Empson, Stephanie M. Hughes

**Keywords:** *Fezf2*, RNA-seq, motor cortex, mouse, lentivirus, shRNA

## Abstract

*Forebrain embryonic zinc finger* (*Fezf2*) encodes a transcription factor essential for the specification of layer 5 projection neurons (PNs) in the developing cerebral cortex. As with many developmental transcription factors, *Fezf2* continues to be expressed into adulthood, suggesting it remains crucial to the maintenance of neuronal phenotypes. Despite the continued expression, a function has yet to be explored for *Fezf2* in the PNs of the developed cortex. Here, we investigated the role of *Fezf2* in mature neurons, using lentiviral-mediated delivery of a shRNA to conditionally knockdown the expression of *Fezf2* in the mouse primary motor cortex (M1). RNA-sequencing analysis of *Fezf2*-reduced M1 revealed significant changes to the transcriptome, identifying a regulatory role for *Fezf2* in the mature M1. Kyoto Encyclopedia Genes and Genomes (KEGG) pathway analyses of *Fezf2*-regulated genes indicated a role in neuronal signaling and plasticity, with significant enrichment of neuroactive ligand-receptor interaction, cell adhesion molecules and calcium signaling pathways. Gene Ontology analysis supported a functional role for *Fezf2*-regulated genes in neuronal transmission and additionally indicated an importance in the regulation of behavior. Using the mammalian phenotype ontology database, we identified a significant overrepresentation of *Fezf2*-regulated genes associated with specific behavior phenotypes, including associative learning, social interaction, locomotor activation and hyperactivity. These roles were distinct from that of *Fezf2*-regulated genes identified in development, indicating a dynamic transition in *Fezf2* function. Together our findings demonstrate a regulatory role for *Fezf2* in the mature brain, with *Fezf2*-regulated genes having functional roles in sustaining normal neuronal and behavioral phenotypes. These results support the hypothesis that developmental transcription factors are important for maintaining neuron transcriptomes and that disruption of their expression could contribute to the progression of disease phenotypes.

## Introduction

The pyramidal projection neurons (PNs) of the mature cortex display vast diversity in their phenotypes and connections (Molyneaux et al., 2007; Spruston, 2008). These excitatory PNs encode messages that are critical for mediating higher cognitive function and behavioral output (Spruston, 2008). Often neurodegenerative disease preferentially affects specific neuronal subtypes, regardless of a universal role for the causative factors (Yang et al., 2014), highlighting that vulnerability can be unique to specific PN types. Therefore, broadening our knowledge of the regulatory factors that maintain neuronal function and diversity is critical to our understanding of the brain in health and disease.

Spatially restricted expression of transcription factors play an important role in directing the fate of distinct PN types in the cortex (Arlotta et al., 2005; Chen J.-G. et al., 2005; Chen B. et al., 2005; Molyneaux et al., 2005; Alcamo et al., 2008; Britanova et al., 2008; McKenna et al., 2011; Kwan et al., 2012; Lodato et al., 2014) and many have continued expression into adulthood (Inoue et al., 2004; Ozdinler et al., 2011; Deneris and Hobert, 2014; Zeisel et al., 2015). This raises the intriguing possibility that these factors play a role in maintaining adult neuronal identity. Certainly, recent studies in mammalian models have demonstrated roles for developmentally important transcription factors in maintaining several distinct neuronal subtypes (Kadkhodaei et al., 2009; Liu et al., 2010; Tsarovina et al., 2010; Song et al., 2011; Domanskyi et al., 2014). For example, the conditional knockdown of *Nurr1*, a key transcription factor for differentiation of midbrain dopaminergic neurons, resulted in a loss of midbrain dopaminergic neurons and striatal dopaminergic neuronal markers in the adult brain, accompanied by impaired motor behavior (Kadkhodaei et al., 2009). The developmental transcription factor, *Pet-1*, is required for 5-HT synthesis in the adult brain and conditional knockout of *Pet-1* elevates anxiety behaviors in mice (Liu et al., 2010). Results such as these highlight the clinical implications of understanding maintenance of neuronal identity. However, despite the importance the cortex has for mediating higher-cognitive behavior, there has been no investigation of the potential regulatory factors maintaining neuronal diversity within the cortex.

During development, highly organized expression of transcription factors are essential to ensure the correct specification of PN types in the layered structure of the cortex (Arlotta et al., 2005; Han et al., 2011; Kwan et al., 2012; Srinivasan et al., 2012). One such transcription factor, *Forebrain embryonic zinc finger 2* (*Fezf2* also known as *Zfp312, Fezl, Znf312*), is expressed in the deep layer PNs (layer 5 and 6), where it is critical to the specification of corticospinal projection neurons (CSpPNs; Chen J.-G. et al., 2005; Molyneaux et al., 2005). The restricted expression of *Fezf2* persists into adulthood (Inoue et al., 2004; Ozdinler et al., 2011; Tantirigama et al., 2016), where high levels of expression in layer 5 were thought to be a CSpPN specific marker (Ozdinler et al., 2011). However, recent work found that *Fezf2*-expression identifies a diverse group of PNs in layer 5 of the mature primary motor cortex (M1; Tantirigama et al., 2016). These comprised of intratelencephalic projection neurons (IT-PNs), which are affected in disorders such as schizophrenia (Shepherd, 2013) and pyramidal tract projection neurons (PT-PNs), including CSpPNs that are lost in the progression of amyotrophic lateral sclerosis (ALS; Ozdinler et al., 2011). The diversity of *Fezf2* expression within layer 5 of M1 makes it an interesting target to investigate for the maintenance of layer-specific PNs in the adult cortex, with the potential to identify target factors with broad clinical implications.

Here, we explored a role for *Fezf2* in maintaining the molecular profiles of mature neurons in the mouse M1. The effects of lentiviral-mediated conditional knockdown of *Fezf2* in the mature M1 were analyzed by RNA-sequencing. We found significant changes in gene expression demonstrating a functional role for *Fezf2* in the mature brain. Through comparison to *Fezf2*-regulated genes previously identified in development (Lodato et al., 2014), we discovered a distinct transition in *Fezf2* function. Bioinformatic analyses of the differentially expressed genes in mature M1 revealed a functional role for *Fezf2* in the regulation of ion flux and cell signaling. In particular, we found *Fezf2* regulates an enrichment of genes important to the functional phenotypes of *Fezf2*-expressing neurons, including genes that regulate calcium transport at the cell membrane. Gene expression changes additionally implicate *Fezf2* in regulating molecular expression profiles that are known to be important for the regulation of behavior. Together, these findings demonstrate an importance for *Fezf2* in maintaining functionally important molecular expression profiles in the mature brain, distinct from its role in development.

## Materials and Methods

### Mice

All experiments were performed with male Swiss-Webster mice of either wild-type (non-transgenic) or hemizygous transgenic (Zfp312-EGFP)CO61GsatMmnc mouse line (Gong et al., 2003) bred on a Swiss-Webster background strain. The transgenic mice express green fluorescence protein (GFP) under the control of *Fezf2* regulatory elements and are referred to from here on as *Fezf2-Gfp* mice. All animal husbandry, surgical procedures and use of animal tissue was approved by the University of Otago Animal Ethics Committee and the use of lentivirus (LV) in the mouse brain (*in vivo*) was approved by the Environmental Protection Authority (EPA), New Zealand under approval number GMD002851.

### Lentiviral Vector Packaging

Lentiviral vectors were generated with approval from the EPA (GMD002849). The mouse *Fezf2 shRNA* and *non-silencing shRNA* were purchased from Open Biosystems (GE Healthcare, Dharmacon, CO, USA) and cloned into a HIV-1 derived lentiviral expression construct (Desmaris et al., 2001) downstream of a rat *Synapsin I* 1.1 kb promoter fragment (Dittgen et al., 2004) and mCherry reporter gene (*pLV.SynI.mCherry.Fezf2shRNA* or *non-silencing shRNA*). The *shRNA* sequences are flanked by endogenous mir-30 sequences, allowing both mCherry and *shRNA* to be transcribed by a Pol-II promoter (Fellmann et al., 2013), in this case *SynI*.

The lentiviral constructs were packaged using a second generation packaging system (Zufferey et al., 1997). Briefly, HEK293FT cells were plated at 5.4 × 10^6^ cells per T75 flask and transfected with 18.6 μg shRNA-expressing construct, 9.6 μg *psPAX2* (gifted from Didier Trono; Addgene plasmid # 12260) and 4.8 μg *pVSVG* (ViraPower™ Lentiviral Packaging Mix, Invitrogen, New Zealand) in Opti-MEM (Life Technologies, New Zealand) containing Lipofectamine-2000 (Life Technologies, New Zealand). The virus-containing media was recovered 48 h post-transfection. Viral particles were concentrated by ultra-centrifugation in a Beckman L-70 (SW28 rotor; Beckman Coulter, Carlsbad, CA, USA) at 110,000 × *g* for 90 min at 4°C and the viral pellet was resuspended in lactose (40 mg/mL in Dulbecco’s phosphate buffered saline) and stored at −80°C (Schoderboeck et al., 2015). The viral genomic titres were determined using qPCR with primers for an enhancer incorporated into the lentiviral vectors; woodchuck posttranscriptional response element (Supplementary Table S1), as previously described in Best et al. (2017). The titres ranged from 7.02 × 10^9^ − 3.72 × 10^10^ genomes/mL.

### Stereotaxic Surgeries for the Injection of Lentivirus

Male mice (P21–25) were anesthetized by a sub-cutaneous injection of 0.05 mg/kg atropine (Baxter Healthcare Ltd.), 0.5 mg/kg domitor (Novartis New Zealand Ltd.) and 70 mg/kg ketamine (Parnell Laboratories New Zealand Ltd.) and secured onto stereotaxic equipment using 45° non-rupture ear bars and a inserting nose clamp gently into the mouth (310037R, Kopf Instruments). A 10 μL Nanofil syringe and 33 G needle assembly (World Precision Instruments, Sarasota, FL, USA) was used to deliver 1 μL of LV through a craniotomy in the skull at two injection sites in the M1; 0.85 mm anterior from Bregma, 1.65 mm lateral from midline and 0.85 mm depth from the pial layer and 0.4 mm anterior from Bregma, 1.4 mm lateral from the midline and 0.6 mm depth from the pial layer.

### Histology

Four weeks after lentiviral injections, mice (P49–53) were anesthetized with pentobarbitol (150 mg/kg) and perfused intracardially with 20 mL ice cold 0.9% (w/v) NaCl followed by 20 mL ice cold 4% (w/v) paraformaldehyde in 0.1 M phosphate buffer (pH 7.2). The brain was post-fixed overnight in 4% (w/v) PFA at 4°C, before cryoprotecting in 30% (w/v) sucrose for 2–3 days at 4°C. Tissue was frozen in optimal cutting temperature medium (OCT), Tissue-Tek^®^ (Thermo Fisher Scientific, New Zealand) before cutting. Coronal sections 40 μm thick were cut at −20°C using a Leica CM3050 cryostat (Leica Biosystems, Lincolnshire, IL, USA). The sections were processed for immunohistochemistry (see Supplementary Methods) to enhance the GFP signal from *Fezf2-Gfp* mouse tissue and the LV reporter gene, mCherry.

### Analysis of Transduction Efficiency *In Vivo*

For transduction efficiency analysis of *Fezf2*-GFP positive cells *in vivo*, three *Fezf2-Gfp* male mice were injected with *pLenti.SynI.mCherry.non-silencingshRNA* and analyzed 4 weeks later. GFP and mCherry images were overlaid and ImageJ cell counter extension used to count the total number of GFP-positive cells in a section and GFP/mCherry-positive cells. Transduction efficiency of GFP-positive cells was calculated as: (total number of GFP cells co-expressing mCherry/total number of GFP cells) × 100. Mean transduction efficiency was determined from five to six sections per animal. The final mean was calculated across the three biological replicates and presented with the standard error of the mean.

### Dissection of M1 for RNA Extraction

Four weeks after surgery the lentiviral injected mice (P49–53) were anesthetized with pentobarbitol (150 mg/kg) and perfused intracardially with ice cold 0.9% (w/v) NaCl. One-millimetre coronal sections of the adult mouse brain were then made from Bregma 1.2–0 using a Ted Pella acrylic mold (Ted Pella Inc., Redding, CA, USA). Brain slices were transferred to L15 complete media containing phenol red free Leibovitz’s L15, 6% D-(+)-glucose (Sigma Aldrich, New Zealand) and 500 units penicillin/500 μg streptomyocin per mL (Invitrogen, New Zealand). A scalpel blade was used to dissect M1, including all layers and meninges, from coronal sections and an Olympus SZX12 with a Stereo Microscope Fluorescence Adapter with a 510–540 nm excitation lamp and 600 nm longpass emission filter (Nightsea, Lexington, MA, USA) used for the detection of mCherry-positive tissue. The dissected tissue was immediately flash frozen in liquid nitrogen.

### Preparation of RNA Samples from Mouse M1 Tissue for Transcriptomic Analysis

Frozen tissue was homogenized in 1 mL TRI^®^ reagent (Sigma-Aldrich, New Zealand) using an RNase free plastic pestle. Tissue debris was removed by centrifugation before adding chloroform (0.2 mL) to the supernatant and mixing vigorously for 15 s. After a 2–3 min incubation at room temperature, samples were centrifuged (12,000 × *g*) for 15 min at 4°C and the top aqueous phase removed to a fresh 1.5 mL eppendorf. This sample was then used as input to the Purelink^®^ RNA extraction kit (Life Technologies, New Zealand) and RNA eluted in 30 μL of RNase/DNase free H_2_O.

Before library generation for RNA-seq, the RNA was further purified using the RNA clean and concentrator™-5 (Zymo Research, Irvine, CA, USA). RNA quality was assessed using an Agilent Bioanalyzer™ and all samples had RIN numbers of 8.1 or higher. Libraries were prepared and sequenced from RNA samples by the Otago Genomics and Bioinformatics Facility. A TruSeq Stranded Total RNA Library Prep Kit (Illumina) was used and paired-end RNA-sequencing was performed on a HiSeq 2500 Illumina platform.

### Bioinformatics

Read quality was assessed using FastQC (Babraham Institute) and reads were trimmed of universal Illumina adapter sequence using fastq-mcf (Aronesty, 2011). Reads were mapped to the mouse genome build mm10 using tophat2 (Kim et al., 2013) and SAMTools (Li et al., 2009) was used to sort and index the resulting alignment bam files (mapped reads). Ensembl gene annotations were downloaded from the University of California Santa Cruz (UCSC) genome browser (January 2016) in BED format and read counts were assigned using BEDTools multiCov (Quinlan and Hall, 2010).

Differential expression analysis was performed using DESeq2 (version 1.10.1; Love et al., 2014) in R studio (R version 3.2.5; RStudio Team, 2015). First, genes with low coverage were filtered out using the cpm function of the edgeR package (Robinson et al., 2010). Only genes with >8 cpm in at least four samples were included in downstream differential expression analysis. Differentially expressed genes were selected with a false discovery rate (FDR) cutoff ≤0.05 and log fold change (LFC) cutoff ≥± 0.2.

Count data was transformed using the variance stabilizing transformation function in DESeq2 before clustering analysis. Unsupervised hierarchical clustering analysis was performed using R (version 3.2.5); first the top 8% most variable genes were identified across all eight samples, irrespective of treatment and a Euclidean distance matrix was produced using R package—Another Multidimensional Analysis Package (Lucas, 2009). The matrix was used as the input for unsupervised hierarchical clustering, which clusters samples according to the level of similarity identified by the distance matrix.

For heatmap generation the normalized counts were transformed using the DESeq2 variance stabilizing transformation and the z-score calculated for each sample. The heatmap was then generated using the heatmap.2 function in R’s (version 3.2.3) gplots package. The MA plot was created in R Studio (R version 3.2.3) by plotting the log10 normalized base mean output from DESeq2 against the LFC.

To represent the differentially repressed and activated genes in development (Lodato et al., 2014) and mature brain (our data), we used Network Analyst (Xia et al., 2015) to generate a chord diagram.

### Gene Ontology Analysis

Gene ontology and functional clustering analysis of all differentially expressed genes in mature M1 was performed using the online Database for Annotation, Visualization and Integrated Discovery (DAVID v6.7) tool: functional annotation (Huang et al., 2007). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, gene ontology analysis of mature-specific and development-specific (Lodato et al., 2014) *Fezf2*-regulated genes and mammalian phenotype analysis was performed using WebGestalt (Wang et al., 2013). The details can be found in the Supplementary Methods.

### Reverse Transcription and Quantitative PCR

RNA was treated with DNase I prior to cDNA synthesis. Five-hundred nanograms of RNA was added to 1 × DNase I buffer and 2 U of DNase I (Quantabio, Beverly, MA, USA) in a 10 μL reaction. After gentle mixing the reaction was incubated at 37°C for 30 min. One microliter of 10× stop buffer was added and incubated at 65°C for 10 min to inhibit DNase I activity. For cDNA synthesis, 60 μM of random hexamer primers were added to the DNase I treated RNA and incubated at 65°C for 10 min. A reaction mix was prepared with 200 nM dNTPs, 1× reaction buffer and 20 U RNase inhibitor (Roche, New Zealand) and added to each sample. Reverse transcriptase (RT; Roche, New Zealand) was then added (22 U) to each sample with the exception of the –RT negative control. Samples were then incubated at 55°C for 30 min then 85°C for 5 min before cooling samples to 4°C. The resulting cDNA was stored at −20°C.

Quantitative PCR was performed using a Roche LightCycler^®^ 480 SYBR green system. For relative quantification, target genes were amplified from cDNA samples alongside three stable reference genes pre-validated using refFinder (Xie et al., 2012). All primers were designed to span an exon-exon boundary using Primer-BLAST (Ye et al., 2012; Supplementary Table S1). Each reaction contained 3 μL of cDNA (diluted 1:9 in RNase/DNase free H_2_O), 500 nM of each forward and reverse primer and 1 × LightCycler 480 SYBR Green I master mix (Roche, New Zealand) made to 10 μL with RNase/DNase free H_2_O. Reactions were loaded in triplicate in a LightCycler^®^ 480 Multiwell −96 or −384 plate (Roche, New Zealand). A no template H_2_O and –RT negative control reaction was included on each plate for each primer set. The amplification protocol included enzyme activation 95°C for 5 min followed by 50 cycles of 95°C (5 s), 60°C (5 s), 72°C (10 s). Primer efficiencies (Supplementary Table S1) were determined from a standard curve of known cDNA input using the LightCycler^®^ 480 software.

Before relative quantification, standard deviation (SD) was calculated for all triplicates and when a single outlier was >2 SD from the mean it was removed. Mean Cp values were then used for relative quantification using the Pfaffl’s (2001) method, with the ratio of the target gene expressed relative to the geomean of all reference genes.

### Statistics

All statistical tests were performed using Prism 6 (Graphpad Software Inc., La Jolla, CA, USA). Unless stated otherwise, a two-tailed *t*-test was used for statistical analysis of mouse qPCR data. In the case of uneven variance a Mann-Whitney U test was applied. For all statistical analysis in the body of text the average is shown with standard error of the mean.

## Results

### Lentiviral-Mediated Delivery of shRNA Constructs to the Mouse Primary Motor Cortex (M1)

We recently identified *Fezf2* expression in diverse pyramidal neuronal subtypes in layer 5 of the mature M1, including PT-PNs and IT-PNs (Tantirigama et al., 2016). We therefore wanted to reduce *Fezf2* expression globally within the mature M1, in order to target all *Fezf2*-expressing neurons (Figure 1A). As FEZF2 plays an essential role in the developing forebrain (Molyneaux et al., 2005; Hirata et al., 2006; Srinivasan et al., 2012), it was necessary to conditionally disrupt expression in the mature brain. To spatially and temporally restrict *Fezf2* knockdown to mature neurons of M1, we used lentiviral mediated-delivery of a *mCherry-Fezf2 shRNA* or a control *mCherry-non-silencing shRNA* construct under the regulation of the *Synapsin I* promoter (*LV.SynI.mCherry.shRNA*; Figures 1A,B). The spread of the virus and targeting of *Fezf2*-expressing neurons *in vivo* was first tested with the injection of *LV.Syn.mCherry.non-silencingshRNA* in three transgenic *Fezf2-Gfp* males. Brain sections were analyzed 4-weeks post-injection and the expression of mCherry was observed 1 mm (± 0.13, *n* = 3) rostral-caudal, inclusive of the two injection sites (Figure 1C). Of the *Fezf2*-GFP positive cells, 63% (± 1.65, *n* = 3) were transduced (mCherry-positive).

**Figure 1:**
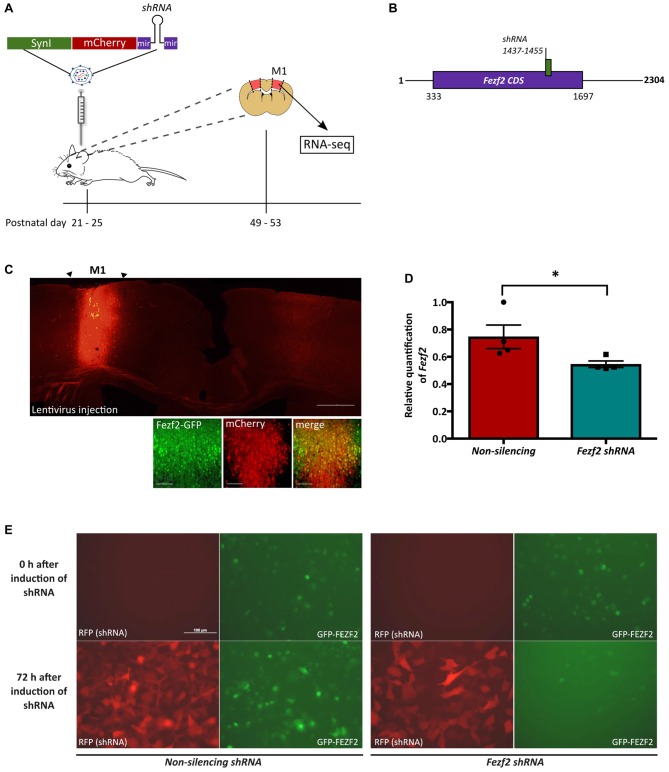
Lentiviral-mediated knockdown of *Forebrain embryonic zinc finger 2* (*Fezf2*) in the mature motor cortex. **(A)** Male mice aged P21–25 were injected into the primary motor cortex (M1) with lentivirus (LV) expressing a mCherry reporter gene and either a *Fezf2 shRNA* or *non-silencing shRNA*. Four weeks post-injection M1 tissue was isolated according to mCherry expression and processed for RNA-seq analysis. **(B)** Schematic indicating the binding site for the *Fezf2 shRNA* in the *Fezf2 mRNA*. **(C)** Injection of *LV.Syn.mCherry.non-silencingshRNA* in M1 of *Fezf2-Gfp* mice validated the successful transduction of *Fezf2*-expressing neurons. Brain section is from Bregma +0.4. Scale bar is 500 μm or 50 μm (higher magnification images). **(D)** Quantitative PCR analysis was used to test the *shRNA-*mediated knockdown of *Fezf2* expression in the mature M1 of wildtype male mice (*n* = 4, 4; *p < 0.05, unpaired one-tailed *t*-test). **(E)** Stable HT1080 cells transduced with a green fluorescence protein (GFP)-mFEZF2 fusion construct were induced to express either the *Fezf2 shRNA* or *non-silencing shRNA* (control). Images indicate *shRNA* expression according the RFP reporter and GFP-mFEZF2 expression (GFP) at 0 h and 72 h after the induction of shRNA expression. Scale bar is 100 μm.

When injecting the *Fezf2 shRNA* into the M1 of *Fezf2-Gfp* mice, no changes in *Fezf2* expression were observed (data not shown). We previously demonstrated an increase in *Fezf2 CDS* expression in the *Fezf2-Gfp* mouse model (Tantirigama et al., 2016), which could have affected the shRNA efficiency. Therefore we chose to complete *Fezf2* knockdown experiments in wildtype mice. Male Swiss Webster mice (P21–25) were injected in M1 with either *LV.Syn.mCherry*.*Fezf2shRNA* LV or *LV.Syn.mCherry*.*non-silencingshRNA* (*n* = 4 of each; Figure 1A). At 4 weeks post-injection, *Fezf2*-expression was significantly decreased by 27% from 0.75 ± 0.09 (*n* = 4) in the *non-silencing shRNA-*treated control M1 samples to 0.55 ± 0.02 (*n* = 4) in the *Fezf2 shRNA*-treated samples (*p* = 0.03, one-tailed *t-test*; Figure 1D).

The lack of a good FEZF2 antibody prevented direct analysis of decreased protein expression in the M1 tissue. We therefore transduced a GFP-mFEZF2 fusion protein into HT1080 cells to monitor the efficacy of the *Fezf2 shRNA* on reducing protein levels. Qualitative analysis demonstrates a clear reduction in GFP expression at 72 h after the induction of *Fezf2 shRNA* expression in cells, whilst no reduction was observed in cells expressing the control *non-silencing shRNA* (Figure 1E). Additionally, the induction of *Fezf2 shRNA* expression before transduction of GFP-mFEZF2 maintains reduced GFP levels between 24 h and 72 h of expression (Supplementary Figure S1).

To control for potential off-target effects, the shRNA was checked for specificity. 

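The sense sequence of the 19-nt *Fezf2 shRNA*, GGGAACTACAAGAATCACA (Supplementary Table S2), was searched in the annotated transcripts of GRCm38, the build that the methods call mm10. *Fezf2* lies on the minus strand of chromosome 14, and all of the sequence was found in the coding sequence of its 5-exon transcript ENSMUST00000022262, across the junction of exons 4 and 5. The first base of the site is at 12343639, in exon 4, and the rest spans 12342741 to 12342758 in exon 5. Around the site the transcript reads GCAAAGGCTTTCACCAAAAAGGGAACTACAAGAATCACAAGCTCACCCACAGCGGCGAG.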

The *Fezf2 shRNA* showed 100% homology match to mouse *Fezf2* using basic local alignment search tool nucleotide (BLASTN, Altschul et al., 1997). There was additional alignment to mouse *Zfp523* with a much lower query cover of 73% (Supplementary Table S2). It is considered that any sequence ≥16 nt match (84%) to an off-target sequence would need to be discarded (Moore et al., 2010). 

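In *Zfp523*, the match covered nt 4 to 17 of the shRNA counted from its 5′ end, AACTACAAGAATCA, and lies in the coding sequence in exon 10 of the 15 exons of ENSMUST00000002318, on chromosome 17 from 28201410 to 28201423. In the RNA-seq libraries of M1, *Zfp523* had 1960.3 ± 196 normalized counts (SD, n = 4) in *Fezf2 shRNA*-treated samples and 1783 ± 274 (SD, n = 4) in *non-silencing shRNA*-treated samples. The log2 fold change was 0.14 (standard error 0.112, adjusted p = 0.509 from edgeR's quasi-likelihood test). The difference in mean counts was smaller than the SD of either treatment, and a two-sided exact permutation test gave p = 0.371. The log2 fold change of *Zfp523* ranged from 0.05 without control replicate 1 to 0.22 without control replicate 4. Supplementary Table S2 also lists *Apbb2*, where 13 nt of the antisense strand of the shRNA, TGATTCTTGTAGT (nt 3 to 15 from its 5′ end), match exon 9 of the 18 exons of ENSMUST00000087256, on chromosome 5 from 66391651 to 66391663. *Apbb2* had 4867 ± 320 normalized counts with *Fezf2 shRNA* and 4187 ± 238 in the controls (SD, n = 4 each), a log2 fold change of 0.22 (standard error 0.0670, adjusted p = 0.115 from edgeR; exact permutation test, p = 0.0571). DESeq2 placed *Apbb2* past the threshold with its prior (0.21, adjusted p = 0.0423) and without it (0.22, adjusted p = 0.0421). Control replicate 2 lay above the other 3 controls for *Apbb2*, and its log2 fold change was -0.02 once the trend of counts with gene length was removed from each library.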

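Of 141767 annotated mouse transcripts from 55450 genes, only those of *Fezf2* held 16 nt or more of the sense sequence of the shRNA. The longest match was 15 nt in 0 genes, 14 nt in 2 genes and 13 nt in 18 genes. The second gene with a 14-nt match, beside *Zfp523*, was the vomeronasal receptor gene *Vmn2r69*, which is named because of this match and not because of its expression.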

As this non-specific alignment has a lower percentage of query cover the shRNA is unlikely to be able to bind to and produce mRNA cleavage.

### RNA-Sequencing of *Fezf2 shRNA*-Treated M1 Tissue Reveal Significant Changes in the Transcriptome Profiles

As *Fezf2* is a transcription factor, if it continues to have a role in mature tissue, we hypothesized that even a small change to *Fezf2* expression would result in changes to the gene expression profiles of *Fezf2*-reduced M1 tissue. In order to investigate this, we used RNA-seq to generate transcriptome profiles of the control and *Fezf2 shRNA*-treated M1 tissue (*n* = 4 of each). 

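Total RNA was prepared from 8 samples of M1 tissue, 4 weeks after injection, and each sample gave 1 library of paired-end reads. The authors trimmed adapters with fastq-mcf, aligned the reads to mm10 with tophat2, assigned them to Ensembl transcripts with BEDTools multiCov and deposited these counts without normalization. The table holds 94647 transcripts, of which 91320 were found in the annotation used here, and the remaining 3327 took 1.82% of all counts. Among 119569 pairs of transcripts of 1 gene in which one genomic interval lies inside the other, the outer interval had at least as many reads in all 8 libraries in 99.3% of pairs. This share was 98.6% in the 13823 pairs whose inner transcript has more exonic bases. A count therefore covers the whole genomic interval of a transcript, introns included, and transcripts of 1 gene share reads. Where a gene lies inside another gene on the opposite strand, the outer gene had at least as many reads in 99.7% of 1269 pairs, so reads were counted on both strands. The paper does not state how transcripts were reduced to genes, and the transcript with the lowest Ensembl number was used here. For 92.3% of 5257 genes with more than 2 transcripts, the base mean in the authors' deposited table of comparisons was between 0.88 and 1 times the mean count of this transcript, against 73.3% with the widest interval. For the resulting 38031 genes, the control libraries had 54684016 to 58003814 counts (median 56070980.5) and the *Fezf2 shRNA* libraries 55932510 to 56969290 (median 56327713.5). Counts were normalized with the TMM method of edgeR, and the 9959 genes with more than 8 CPM in at least 4 libraries, the filter of the paper's methods, were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes past the threshold had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.2, as in the paper. The test, the filter, the thresholds and the alternatives were chosen before the data were examined. The choice of 1 transcript per gene, its alternative (the transcript with the widest interval) and the separation of genes into exonic and intronic parts were made after it was seen that the counts cover introns.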

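Table 1 lists 26665873 to 28175979 raw read pairs and 24233182 to 25454116 aligned pairs per library. Summed over all transcripts, the deposited counts were 124333677 to 130136253 per library, and overlapping intervals can count the same read more than once. With 1 transcript per gene, the sums of 54684016 to 58003814 still exceeded the aligned pairs. Single reads and pairs are unlike units, and the paper does not state which of them was counted. The sums and the pairs are therefore not directly comparable, and the cause of the difference was not tested. The values given for genes rest on the smaller sums over 1 transcript per gene. In these, the 10 genes with the most counts took 37.6% to 41.2% of a library, and the mitochondrial ribosomal RNA gene *mt-Rnr2* took 23.3% on average.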

For each library ~55 million total reads were generated. Concordant pair mapping rates to the mouse genome (mm10) were >89% (Table 1), with <8% showing >20 multiple alignments. To ascertain whether *Fezf2* knockdown could lead to reproducible changes in the M1 transcriptome, we then performed unsupervised hierarchical clustering analysis on the most variably expressed genes across all *Fezf2 shRNA*-treated and *non-silencing shRNA* treated M1 samples, irrespective of their treatment. Accordingly, two main sample clusters were identified, separating samples into knockdown and control groups (Figure 2A).

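The 8% most variable of the filtered genes, 797 genes after the variance stabilizing transformation, were clustered by Euclidean distance with complete linkage. Divided into 2 clusters, the tree placed all 8 samples with their own treatment. The distance between samples of different treatments ranged from 13.8 to 20.0 (median 16.1, 16 pairs), and between *Fezf2 shRNA*-treated samples from 13.7 to 18.8 (median 16.6, 6 pairs). Between control samples it ranged from 9.65 to 14.3 (median 13.4, 6 pairs). The mean distance between treatments exceeded that within treatments by 2.14 (exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). With average linkage, 5 of 8 samples fell with their own treatment and *Fezf2 shRNA* replicate 2 stood alone. Without control replicate 4, 4 of 7 samples fell with their own treatment, and without *Fezf2 shRNA* replicate 1, 6 of 7. The first principal component of all filtered genes held 28.4% of the variance, and the lowest *Fezf2 shRNA*-treated sample scored 4.89 on it against -0.945 for the highest control. Across genes, which are not independent replicates, the loadings on this component rose with the genomic span of the gene (Spearman's rho 0.585).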

**Table 1:** Mapping rate of reads generated from RNA-sequencing of *Fezf2 shRNA* (*Fezf2* KD) or *non-silencing shRNA* (control) treated tissue.

	Number of paired raw reads	Number of paired reads after QC	% paired reads after QC	Number of aligned paired reads	% concordant pair alignment
Control 1	27709366	27709255	99.99	25261582	90.4
Control 2	26807763	26807639	99.99	24370739	90.5
Control 3	27120622	27120483	99.99	24368801	89.1
Control 4	26665873	26665772	99.99	24233182	90
*Fezf2* KD 1	28175979	28175862	99.99	25454116	89.5
*Fezf2* KD 2	27872058	27871935	99.99	25199887	89.9
*Fezf2* KD 3	27738010	27737896	99.99	24973199	89.6
*Fezf2* KD 4	27358847	27358749	99.99	24522056	88.9

**Figure 2:**
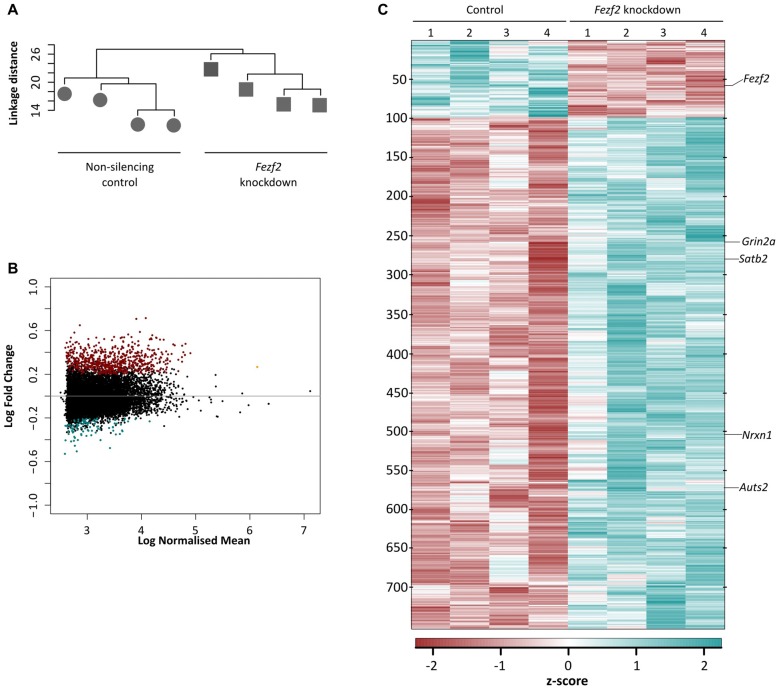
Conditional knockdown of *Fezf2* leads to significant changes in the transcriptome profile of M1. **(A)** Unsupervised hierarchical clustering of the top 8% most variable genes separated the control (*non-silencing shRNA*; circle) and *Fezf2-shRNA* treated (square) M1 tissue samples. **(B)** Heatmap shows the z-score from the transformed counts of each individual sample replicate, for all differentially expressed genes (false discovery rate (FDR) ≤ 0.05; log fold change (LFC) ≥ ± 0.2) identified in *Fezf2*-reduced M1. **(C)** MA plot shows (log10) normalized mean of all genes expressed across the M1 samples, plotted against the LFC. Upregulated genes (FDR ≤ 0.05; LFC ≥ 0.2) are in red and downregulated genes (FDR ≤ 0.05; LFC ≥ −0.2) are in blue.

Having identified a clear separation in the transcriptome profiles of control (*non-silencing shRNA*-treated) and *Fezf2 shRNA*-treated M1 tissues, we next wanted to determine which gene changes underpinned the sample clustering. We performed DESeq2 differential expression analyses on the M1 transcriptomes and revealed 756 genes to have significantly changed gene expression with the knockdown of *Fezf2* (FDR ≤ 0.05, LFC ≥ ± 0.2; Figure 2B heatmap; Supplementary Table S3), suggesting a regulatory role for *Fezf2* in the mature M1. 

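Of the genes tested, 218 were past the threshold, and the smallest adjusted p was 2.16e-05 (edgeR). The common biological coefficient of variation between replicates was 11.7%. At an unadjusted p under 0.05 there were 1961 genes, 1179 of them increased, and with library totals in place of TMM 2015, 937 of them increased. In 1177 genes (11.8%) the 4 samples of one treatment all lay above the 4 of the other, where chance gives 2.86%, and 217 of the genes past the threshold were among these. The median log2 fold change of all genes tested was -0.03. With an offset for gene length, in which a per-library loess of the log ratio to the mean library on log gene span was removed, 2 genes were past the threshold and 1088 had an unadjusted p under 0.05. Without control replicate 1, 0 genes were past the threshold and 1563 had an unadjusted p under 0.05, and without control replicate 2 there were 401. Of the genes in Supplementary Table S3, 748 were tested, and 214 of these were past the threshold over all genes tested. Adjusted over the list alone, 733 were past it, which is not independent evidence because the list was chosen on these samples. The Wald test of DESeq2, the tool named in the paper, called 638 of them in its default form with a prior on the coefficients.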

The MA plot shown in Figure 2C highlights the genes significantly up- and down-regulated with *Fezf2* knockdown (FDR ≤ 0.05, LFC ≥ ± 0.2). 

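Named here are the 5 genes with the smallest p in each direction among those past the threshold whose treatments did not overlap. The increased genes were *Slc9a9*, *Kctd16*, *Rgs7*, *Unc5d* and *Car10*, each between 272808 and 572920 bp long, with log2 fold changes from 0.52 to 0.83 and adjusted p from 0.00514 to 0.0123 (edgeR). *Slc9a9* (chromosome 9, 94669909 to 95230445) had 5971 ± 269 normalized counts in *Fezf2 shRNA*-treated samples and 4046 ± 143 in controls (SD, n = 4 each). Its log2 fold change was 0.56 (standard error 0.0569) and fell to 0.25 with the gene-length offset, where the adjusted p of these 5 genes lay between 0.129 and 0.188 (edgeR). The decreased genes were *Gm15941*, *Cabp7*, *Gprc5b*, *Ccng1* and *Spns1*, each between 6758 and 23165 bp long. For the last 4 of these, log2 fold changes lay between -0.68 and -0.28 and adjusted p between 0.0273 and 0.0311 (edgeR). *Gm15941*, annotated as an antisense transcript (chromosome 15, 37422112 to 37428869), had 110 ± 6.35 normalized counts with *Fezf2 shRNA* against 496 ± 42.0 in controls (SD, n = 4 each). Its log2 fold change was -2.17 (standard error 0.12), and -0.30 when the gene was represented by its widest transcript. The other 9 genes lost the call without control replicate 1, and *Gm15941*, which was then under the filter, was not tested. *Cabp7*, *Gprc5b*, *Ccng1* and *Spns1* also lost it without control replicate 4 and without *Fezf2 shRNA* replicate 1, 3 or 4, and the last 3 of these genes without control replicate 3.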

For technical validation of RNA-seq, qPCR was used to analyze two randomly selected significantly changed genes, *Nrxn1* (*p* = 0.0013) and *Grin2a* (*p* = 0.0571; Figure 3A), and one gene that did not show significant differential expression, *Clint1* (*p* = 0.38). 

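In the RNA-seq data, *Fezf2* (chromosome 14, 12342102 to 12345959) had 591 ± 22.1 normalized counts in *Fezf2 shRNA*-treated samples and 723 ± 35.4 in controls (SD, n = 4 each). The log2 fold change was -0.29 (standard error 0.076, adjusted p = 0.0765 from edgeR), and every *Fezf2 shRNA*-treated sample lay below every control (two-sided exact permutation test, p = 0.0286). It stayed between -0.31 and -0.26 with each sample left out in turn, and was -0.18 with the gene-length offset. *Grin2a* (chromosome 16, 9577827 to 9992533) had 30828 ± 2267 normalized counts with *Fezf2 shRNA* and 24170 ± 3322 in controls (log2 fold change 0.35, standard error 0.1, adjusted p = 0.0976 from edgeR, n = 4 each). It was past the threshold without control replicate 2 (0.42, adjusted p = 0.0426 from edgeR) and was 0.08 with the gene-length offset. For *Grin2a* the treatments did not overlap. *Clint1* (chromosome 11, 45852051 to 45910625) had 1915 ± 122 normalized counts with *Fezf2 shRNA* and 1675 ± 125 in controls, with a log2 fold change of 0.19 (standard error 0.0744, adjusted p = 0.198 from edgeR; exact permutation test, p = 0.0857, n = 4 each).

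**Figure D1:**
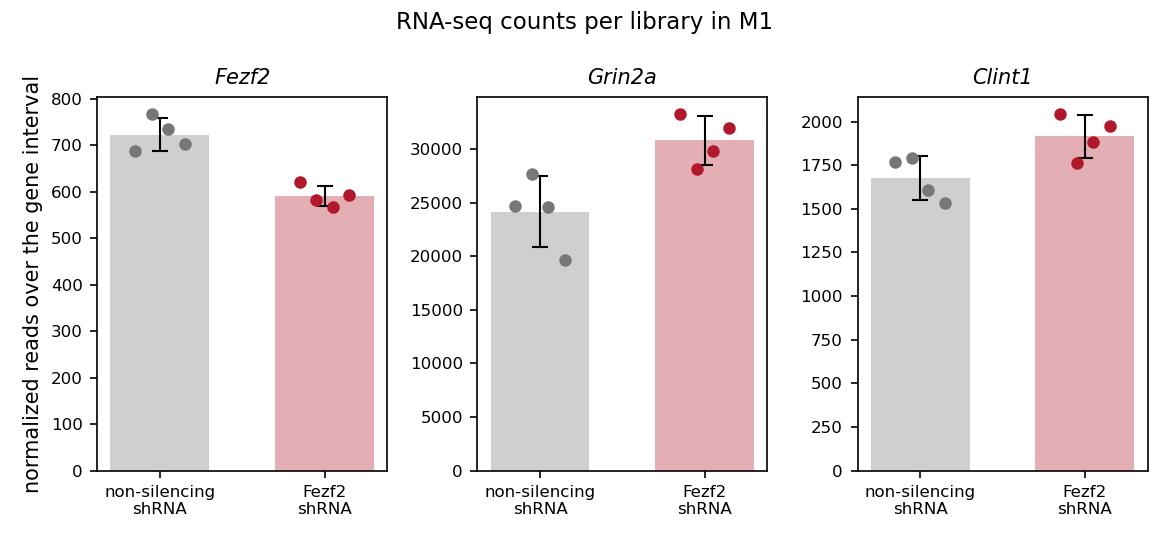
Normalized counts of *Fezf2*, *Grin2a* and *Clint1* in each library of *non-silencing shRNA*-treated and *Fezf2 shRNA*-treated M1. Points are single libraries, bars the mean of 4 and error bars the SD; the 4 *Fezf2 shRNA*-treated libraries lie between 568 and 621 counts for *Fezf2*, below the controls at 688 to 767.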

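Primers given in the methods for *Fezf2*, *Grin2a* and *Clint1* were placed on the annotated transcripts. The 137-nt amplicon of *Grin2a* lies in coding sequence across exons 4 and 5 of ENSMUST00000032331 (chromosome 16, 9663561 to 9669794). Those of *Clint1* (137 nt, chromosome 11, 45907922 to 45908954) and *Fezf2* (118 nt, chromosome 14, 12343984 to 12344397) also span 2 exons. The deposited counts cover the introns of these genes as well. For *Grin2a*, reads on a largely intronic part (at most 5% exonic) could be counted separately, and this part rose by 0.35, while no largely exonic part was available.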

The LFC values obtained from the qPCR data of these three genes and *Fezf2* together displayed a significant positive correlation with the LFCs identified from RNA-seq analysis (*R*^2^ = 0.97, *p* < 0.05; Figure 3B), demonstrating technical validation of the RNA-seq platform.

**Figure 3:**
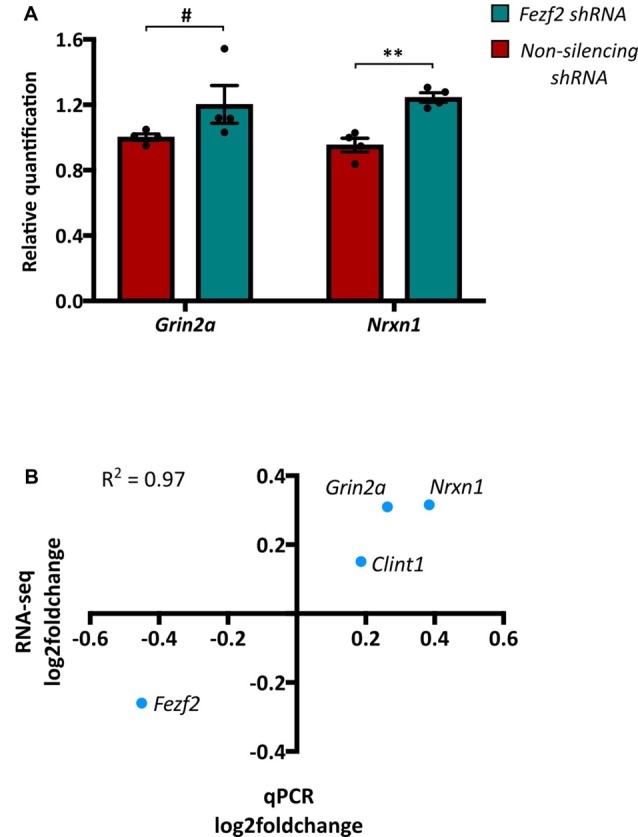
Quantitative PCR validation of RNA-seq data. **(A)** Two genes, *Grin2a* and *Nrxn1*, that were significantly changed between the *Fezf2 shRNA* and *non-silencing shRNA* treated M1 tissue, were validated using qPCR (*n* = 4, 4; **p < 0.01, unpaired two-tailed *t*-test; ^#^*p* < 0.1, Mann-Whitney U test). **(B)** Pearson’s correlation analysis was used to determine the correlation between the LFC values of genes validated by qPCR and those identified by RNA-seq (*R*^2^ = 0.97; *p* < 0.05).

To further corroborate that the observed changes in gene expression were caused by the reduction of *Fezf2*, we compared our *Fezf2*-regulated gene list to previously identified direct targets of FEZF2 (Chromatin immunoprecipitation sequencing data; Lodato et al., 2014). Comparisons revealed 65% of the significantly changed genes in mature M1 (FDR ≤ 0.05, LFC ≥ ± 0.2) are direct targets of FEZF2 (Supplementary Table S4), this percentage was similar amongst the *Fezf2*-regulated genes identified in development (67%; Lodato et al., 2014). Amongst the differentially expressed genes there were known developmental targets of FEZF2, including *Satb2* (LFC = 0.26, FDR = 0.02; Figure 2B) and *Auts2* (LFC = 0.45, FDR = 0.001; (Srinivasan et al., 2012); Figure 2B). 

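*Auts2* (chromosome 5, 132049730 to 132542798) had 8695 ± 1543 normalized counts in *Fezf2 shRNA*-treated M1 and 5806 ± 973 in controls (SD, n = 4 each). The log2 fold change was 0.58 (standard error 0.137, adjusted p = 0.0572 from edgeR). *Fezf2 shRNA* replicate 1 stood apart for *Auts2*, with 10983 normalized counts against 7764 to 8264 in the other 3 replicates, and the log2 fold change was 0.45 without it. *Auts2* passed the threshold without control replicate 3 (0.69, adjusted p = 0.0459 from edgeR), and with the gene-length offset its log2 fold change was 0.29. It was called by DESeq2 with its prior (adjusted p = 8.62e-04).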

With a number of the deregulated genes in the *Fezf2-shRNA* treated M1 not known to be direct targets, and several such as *Satb2* and *Auts2*, being transcription factors themselves, it is likely that many of the genes in this dataset could be indirectly affected by the knockdown of *Fezf2* expression.

### Comparison of *Fezf2*-Regulated Genes Identified in Developing and Mature Cortical Tissues Reveal a Change in Function

Intriguingly, of the significantly changed genes only 98 had decreased expression (13% of all genes), whilst 658 displayed an increase in expression (87%) after *Fezf2* knockdown (Figure 4A). These results indicate that *Fezf2* acts predominantly as a transcriptional repressor in the mature M1, whether directly or indirectly. Conversely, microarray analysis of *Fezf2* overexpression in the developing cortex indicated a prominent activator role for *Fezf2* (79% induced by Fezf2; Lodato et al., 2014). 

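Of the 218 genes past the threshold, 205 increased and 13 decreased with *Fezf2 shRNA*. The share that increased was 94.0% (95% Wilson confidence interval 90.1% to 96.5%, which covers counting error only). Increased genes had a median genomic span of 298.2 kb and decreased genes of 9.3 kb, against 28.5 kb for all genes tested. The median log2 fold change rose with the span of the gene, from -0.12 in 2154 genes under 10 kb and -0.07 in 2983 genes of 10 to 30 kb to 0.01 in 3118 genes of 30 to 100 kb, 0.15 in 1297 genes of 100 to 300 kb and 0.29 in 407 genes over 300 kb. Of the 407 longest genes, 100 were past the threshold as increased and 0 as decreased. After the gene-length offset, 0 genes increased and 2 decreased past the threshold, *Gm15941* and *Gm20388*, of which the second is named after its values were seen, and 612 of the 1088 genes at an unadjusted p under 0.05 increased. Without *Fezf2 shRNA* replicate 3, 5 genes increased (*Rgs7*, *Slc9a9*, *Kctd16*, *Car10* and *Unc5d*) and 2 decreased (*Gm15941* and, named after its values were seen, *Ighm*), and without control replicate 4, 9 genes increased and 0 decreased, with 1608 at an unadjusted p under 0.05.

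**Figure D2:**
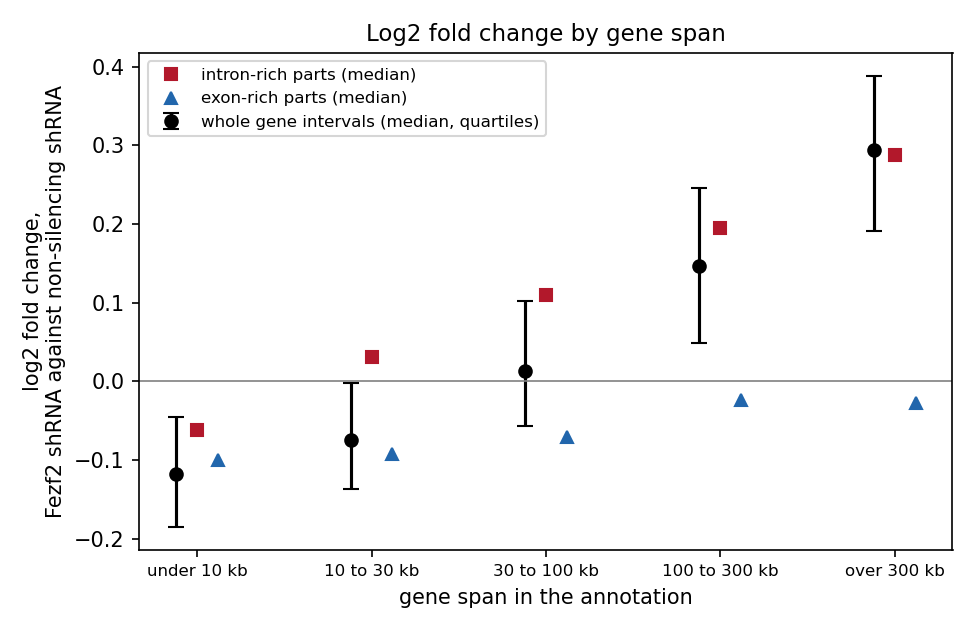
Median log2 fold change (*Fezf2 shRNA* over *non-silencing shRNA*) of genes in 5 bins of genomic span, for counts over whole gene intervals with the quartiles as bars, and for intron-rich and exon-rich parts of genes. Whole intervals rise from -0.12 under 10 kb to 0.29 over 300 kb, whereas exon-rich parts stay between -0.10 and -0.02.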

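Shorter annotated transcripts of the same gene allowed a largely exonic part and a largely intronic part to be compared in 700 genes, each part with a mean of at least 100 reads. In 615 of the 700 genes (87.9%) the intronic part had the larger log2 fold change. Of 111 genes increased in Supplementary Table S3 with both parts, the exonic part rose in 57, with a median log2 fold change of 0.01. The exonic median of all 700 genes was -0.06, so the exonic parts of the 111 genes lay somewhat above it. The intronic parts of the 111 genes are not independent of the choice of these genes, which was made on these samples from counts that include introns. In genes over 300 kb, the median log2 fold change was 0.29 for intronic and -0.03 for exonic parts (72 genes). Tested over all parts with enough reads, 585 of 3166 intronic parts were past the threshold, 580 of them increased, and 1 of 1739 exonic parts, which increased. That part belonged to *Sorbs2* (log2 fold change 0.58, adjusted p = 0.0350 from edgeR), a gene named after its values were seen. Exonic parts had fewer reads, with a median of the mean counts of 391 against 829, and at an unadjusted p under 0.05 there were 167 of them, 22 of which increased. The balance of intronic over exonic reads was higher in each of the 4 *Fezf2 shRNA*-treated samples than in each control, by a mean of 0.19 on the log2 scale (exact permutation test, p = 0.0286). From the excess of increased over decreased genes after knockdown, the paper concludes that *Fezf2* acts mainly as a transcriptional repressor in mature M1, directly or through other genes.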

We were therefore interested in comparing our dataset of *Fezf2*-regulated genes (488 genes) to those identified previously in developing cortical neurons (496 genes; Lodato et al., 2014), focusing specifically on the known direct targets of FEZF2. 

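The lists of FEZF2 target genes activated or repressed by *Fezf2* in development (Supplementary Table S5) were compared with all genes tested. Of the genes activated in development, 308 were tested and 12 were past the threshold, all increased. Of those repressed in development, 74 were tested and 3 were past it, also increased. Adjusted over the list alone, there were 22 and 5. These lists come from other samples. DESeq2 with its prior placed 37 and 9 genes past the threshold, and the gene-length offset 0 and 0, with 44 and 7 at an unadjusted p under 0.05. When control replicate 1 was left out there were 0 and 0 (55 and 14 at an unadjusted p under 0.05), and without control replicate 2, 26 and 3. The 3 repressed in development were within the overlap with Supplementary Table S3.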

Our comparison revealed an overlap of only 42 genes between these two datasets (Figure 4B; Supplementary Table S5). All genes activated by *Fezf2* in development were repressed in mature tissue (Figure 4B) and of the genes repressed by *Fezf2* in development only one became a target of transcriptional activation in mature tissue (*Gas5*; Figure 4B). 

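With older gene symbols also matched, Supplementary Table S3 shares 45 genes with the development lists of Supplementary Table S5, and all were tested. All 34 activated in development had a positive log2 fold change with *Fezf2 shRNA*, as did 10 of the 11 repressed in development. Of the 45, 15 were past the threshold. The gene that fell was *Gas5* (chromosome 1, 161035172 to 161036629), a noncoding transcript with 493 ± 76.1 normalized counts in *Fezf2 shRNA*-treated samples and 650.2 ± 108.3 in controls (SD, n = 4 each). Its log2 fold change was -0.40 (standard error 0.144, adjusted p = 0.167 from edgeR), and the treatments overlapped (exact permutation test, p = 0.0571). It ranged from -0.50 without *Fezf2 shRNA* replicate 4 to -0.31 without control replicate 3, was -0.27 with the gene-length offset, and did not pass the threshold in any of these fits.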

The small overlap in *Fezf2*-regulated genes between developing and mature settings indicates a distinct change in role for FEZF2, which is further supported by the predominant switch in role from activator to repressor.

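As a set, the 308 tested genes activated in development had a median log2 fold change of 0.02, and 164 of them rose. The set test fry in limma gave an adjusted p = 0.184 over 9 lists. The 74 genes repressed in development had a median of 0.05, with 50 rising (adjusted p = 0.0107 from fry in limma). With camera and a preset correlation of 0.01 both lists were called (adjusted p 0.0438 and 0.00735). Of these calls only that of the repressed list held under fry, and neither held with the estimated correlation (adjusted p 0.480 and 0.0719). The activated set was called by fry when control replicate 2 was left out (median 0.04, adjusted p = 0.0144 from limma). The gene-length offset gave medians of -0.02 for the activated set (adjusted p = 0.515 from fry in limma) and 0.04 for the repressed set (adjusted p = 0.316). With the replicate number as a block, the repressed set was no longer called by fry (median 0.05, adjusted p = 0.107 from limma). Camera with the preset correlation still called it (adjusted p = 0.00705 from limma). With library totals in place of TMM, the medians were -0.01 (adjusted p = 0.725 from fry in limma) and 0.02 (adjusted p = 0.336).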

**Figure 4:**
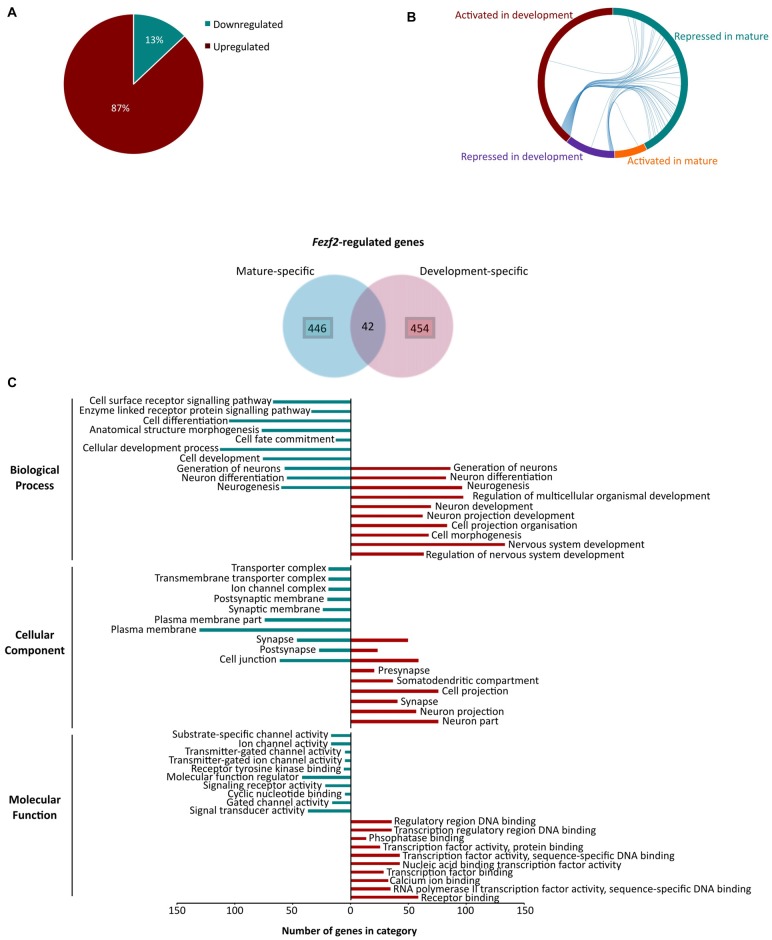
Changes in *Fezf2*-regulated genes between the developing and mature cortex indicate a switch in function for *Fezf2*. **(A)** Analysis of the differentially expressed gene list revealed that most were significantly upregulated (green) after *Fezf2* knockdown. **(B)** Chord diagram shows *Fezf2*-regulated genes common to both developing (Lodato et al., 2014) and mature tissues. Each line represents a gene and connects the groups in which the gene is present (mature repressed, blue; mature activated, orange; development repressed, purple and development activated, red). **(C)** Venn diagram shows *Fezf2*-regulated genes in mature and developing tissue that are known direct targets of FEZF2 (Lodato et al., 2014). To look for differences in the temporal specific *Fezf2*-regulated genes, gene ontology analysis using WebGestalt was performed on the two groups individually. The number of genes associated with the top 10 significantly enriched GO terms are plotted for mature- (blue) and development-specific (red) genes.

As there was only a small overlap in the *Fezf2*-regulated genes, we were interested to investigate whether the uniquely expressed genes indicate a change in function, specific to developing or mature neurons. To do this, we performed GO analysis on the *Fezf2*-regulated genes changed only in development or mature tissue. The top 10 significant biological processes enriched in the development-specific genes indicated a function in nervous system development, including neuron projection development (Figure 4C; Supplementary Table S6). This was corroborated by the cellular component (CC) terms, which were significantly enriched for localization to neuron or cell projection part, suggesting an importance for axonal targeting (Figure 4C; Supplementary Table S6). Analysis of the top enriched molecular function (MF) terms revealed an enriched role for *Fezf2*-regulated genes in transcription factor activity (Figure 4C; Supplementary Table S6), including factors such as *Ctip2* (*Bcl11b*) that are important for the specification of layer-restricted PN types. This highlights FEZF2’s known key role in the regulatory genetic networks, which direct the correct development of the layered cortex (Srinivasan et al., 2012).

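Of the mature-specific genes that Supplementary Table S6 lists under cell surface receptor signaling pathway, 67 were tested, and 61 rose and 6 fell with *Fezf2 shRNA*, with a median log2 fold change of 0.30. Past the threshold over all genes tested were 15, and adjusted over the list alone 65, which is not independent evidence since the study chose these genes on these samples. Under neuron differentiation, 49 of 55 genes rose (median 0.33), 16 were past the threshold and 55 adjusted over the list alone. Leaving out control replicate 1 left 0 genes of either term past it (65 and 54 at an unadjusted p under 0.05), and without control replicate 2 there were 31 and 29. With the gene-length offset, the medians were 0.12 and 0.11, 0 genes were past the threshold and 29 and 19 had an unadjusted p under 0.05.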

Comparative analysis of the mature M1-specific genes revealed some overlap in the biological process terms of the development-specific genes (e.g., neuron differentiation, neurogenesis), however unique terms identified in this dataset included receptor signaling pathways (Figure 4C; Supplementary Table S6). Accordingly, analysis of the CC terms amongst the mature-specific genes revealed enrichment of localization to the synaptic and postsynaptic membranes as well as ion channel complexes (Figure 4C; Supplementary Table S6). Moreover, analysis of MF terms indicated a unique enrichment of roles in the regulation of ion channel activity amongst the mature-specific genes (Figure 4C; Supplementary Table S6). This term enrichment analysis indicates an important functional role for the *Fezf2*-regulated mature-specific genes in the transmission of signals and movement of ions, important functions for mature neuron activity.

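For the cellular component terms, the 24 genes listed under synaptic membrane comprised 23 that rose and 1 that fell in *Fezf2 shRNA*-treated M1 (median log2 fold change 0.33). Of these, 9 were past the threshold over all genes tested, and 24 adjusted over the list alone. Postsynaptic membrane, with 20 genes, had 19 that rose and 5 past the threshold (20 adjusted over the list alone). All 19 genes listed under ion channel complex rose, from 0.25 to 0.49, and 8 were past the threshold (19 adjusted over the list alone). As these lists were chosen on the same samples, the second counts are not independent evidence. The genes are long, with a median span of 431.9, 356.1 and 288.3 kb in turn. With the gene-length offset the medians were 0.11, 0.11 and 0.13 and 0 genes were past the threshold, with 8, 6 and 9 at an unadjusted p under 0.05. Leaving out control replicate 1 also left 0 of these genes past the threshold (24, 20 and 19 at an unadjusted p under 0.05), and leaving out control replicate 2 gave 13, 9 and 14.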

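Under the molecular function term ion channel activity, 16 of the 17 genes listed rose with *Fezf2 shRNA*, between 0.25 and 0.49 on the log2 scale, and *Ano8* fell by 0.31. Past the threshold were 6 genes (5 increased, 1 decreased), and all 17 when adjusted over the list alone, which was chosen on these samples and is therefore not independent evidence. DESeq2 with its prior called 16. The median log2 fold change was 0.33, and 0.08 with the gene-length offset, under which 15 rose, 0 were past the threshold and 4 had an unadjusted p under 0.05. The count of 6 became 0 without control replicate 1 (17 at an unadjusted p under 0.05) and 9 without control replicate 2.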

Together these gene ontology analyses indicate a distinct role for unique *Fezf2*-regulated genes in the developing and mature cortex, relevant to the environmental setting. This could suggest that the divergence in *Fezf2’s* role is influenced by additional genetic or epigenetic factors that change between development and maturity.

### KEGG Pathway Analysis of *Fezf2*-Regulated Genes

Having demonstrated significant molecular effects of reducing *Fezf2* in the mature M1, and a unique role for the direct FEZF2 targets in mature tissue, we were interested in investigating further the functional role for all *Fezf2*-regulated genes. We first used the KEGG pathway database to investigate whether the *Fezf2*-regulated genes were statistically enriched for specific biochemical pathways. Amongst the 756 differentially expressed genes there was significant enrichment of seven KEGG pathways (adjusted *p*-value ≤ 0.05; Figure 5A; Table 2).

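The 7 pathways in Table 2 name 47 different genes, and all were tested. With *Fezf2 shRNA*, 45 rose and 2 fell, *Htr2c* and *Ache*, and in 35 the treatments did not overlap. The median log2 fold change was 0.34. Over all genes tested 15 were past the threshold, all increased, and adjusted over the list alone 47 were, which is not independent evidence because the list was chosen on these samples. Their median span was 312.6 kb. With the gene-length offset the median was 0.09, 39 rose, 0 were past the threshold and 20 had an unadjusted p under 0.05. DESeq2 with its prior called 39. If control replicate 1 was left out there were 0 past the threshold (46 at an unadjusted p under 0.05), and without control replicate 2 there were 26. The deposited files do not hold the pathway memberships of the genes that did not change, so the enrichment itself was not computed.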

**Figure 5:**
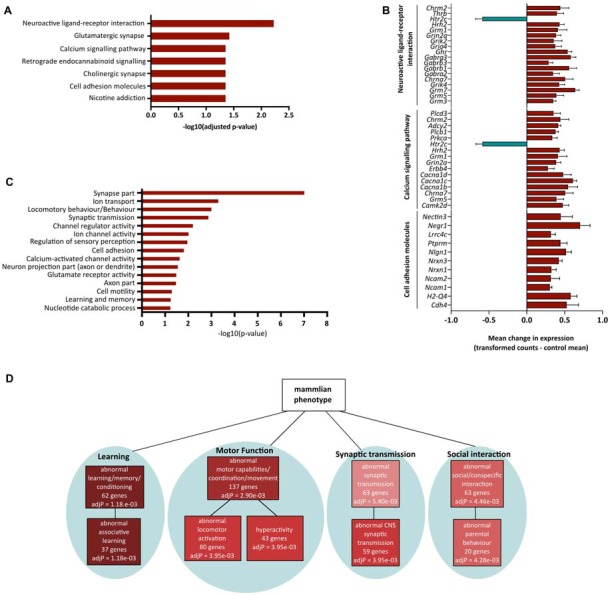
Functional annotation of significantly altered genes after *Fezf2* knockdown in mouse M1. **(A)** KEGG pathway analysis of *Fezf2*-regulated genes. Seven pathways were significantly enriched (−log10 adjusted *p*-value ≥ 1.3). **(B)** Mean change in gene expression (±SEM) for pathway-associated (neuroactive ligand receptor interaction, calcium signaling pathway and cell adhesion molecules) genes differentially expressed in *Fezf2*-reduced M1. Relative expression is calculated as the transformed counts for each *Fezf2*-reduced M1 sample—the mean transformed counts of the control samples. **(C)** Analysis of all the *Fezf2*-regulated genes using Database for Annotation, Visualization and Integrated Discovery (DAVID) revealed 15 clusters with significant enrichment (−log10 *p*-value ≥ 1.3). Red dashed line indicates cut-off for significance. **(D)** Overrepresentation analysis of *Fezf2*-regulated genes using the mammalian phenotype ontology database. Of the top 10 significant phenotypes enriched four main groups were identified; learning, motor function, synaptic transmission and social behavior. Key indicates significance (adjusted *p*-value ≤ 0.05).

**Table 2:** Results from Kyoto Encyclopedia Genes and Genomes (KEGG) pathway analysis of *Fezf2*-regulated genes.

KEGG ID	Name	FDR	Number of genes	Gene symbol
mmu04080	Neuroactive ligand-receptor interaction	5.62E-03	18	*Grm3, Grm5, Grm7, Grik4, Chrna7, Gabra2, Gabrb1, Gabrb3, Gabrg3, Ghr, Gria4, Grik2, Grin2a, Grm1, Hrh2, Htr2c, Thrb, Chrm2*
mmu04724	Glutamatergic synapse	3.58E-02	16	*Grm3, Grm5, Grm7, Grik4, Cacna1c, Cacna1d, Gria4, Grik2, Grin2a, Grm1 Prkca, Plcb1, Adcy2, Shank2, Dlgap1, Homer2*
mmu04020	Calcium signaling pathway	4.18E-02	16	*Camk2d, Grm5, Chrna7, Cacna1b, Cacna1c, Cacna1d, Erbb4, Grin2a, Grm1, Hrh2, Htr2c, Prkca, Plcb1, Adcy2, Chrm2, Plcd3*
mmu04725	Cholinergic synapse	4.18E-02	14	*Camk2d, Kcnq3, Ache, Chrna7, Cacna1b, Cacna1c, Cacna1d, Fyn, Kcnq1, Prkca, Plcb1, Adcy2, Kcnq5, Chrm2*
mmu04723	Retrograde endocannabinoid signaling	4.18E-02	14	*Grm5, Cacna1b, Cacna1c, Cacna1d, Gabra2, Gabrb1, Gabrb3, Gabrg3, Gria4, Grm1, Prkca, Plcb1, Adcy2, Abhd6*
mmu04514	Cell adhesion molecules (CAMs)	4.18E-02	11	*Cdh4, H2-Q4, Ncam1, Ncam2, Nrxn1, Nrxn3, Nlgn1, Ptprm, Lrrc4c, Negr1, Nectin3*
mmu05033	Nicotine addiction	4.18E-02	8	*Chrna7, Cacna1b, Gabra2, Gabrb1, Gabrb3, Gabrg3, Gria4, Grin2a*

The top significantly overrepresented pathway was neuroactive ligand-receptor interaction (Figure 5A; Table 2). Similarly, there was significant enrichment of the glutamatergic synapse, cholinergic synapse, retrograde endocannabinoid signaling and nicotine addiction pathways (Figure 5A). Together, these pathways included genes important for neurotransmitter signaling, movement of ions at the membrane and synaptic scaffolding (Table 2). 

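Table 2 lists 18 genes under neuroactive ligand-receptor interaction. All but *Htr2c* rose in *Fezf2 shRNA*-treated M1, and 5 were past the threshold (18 adjusted over the list alone, chosen on these samples and so not independent evidence). The largest increase was that of *Grm7*, with a log2 fold change of 0.57 (standard error 0.0763, adjusted p = 0.0157 from edgeR), and the treatments did not overlap in 15 genes. *Grm7* spans 920487 bp and its log2 fold change was 0.20 with the gene-length offset, which left the 18 genes with a median of 0.09 and 0 past the threshold (8 at an unadjusted p under 0.05). With control replicate 1 left out, 0 of the 18 were past it (17 at an unadjusted p under 0.05), and with control replicate 2 left out, 9.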

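The glutamatergic synapse comprised 16 genes, which all rose (0.24 to 0.57), with 5 past the threshold. In the cholinergic synapse 13 of 14 rose and 7 were past the threshold, and the gene that fell was *Ache*, with a log2 fold change of -0.23 (standard error 0.0899, adjusted p = 0.203 from edgeR). All 14 genes of retrograde endocannabinoid signaling and all 8 of nicotine addiction rose, with 4 and 2 past the threshold. Adjusted over the list alone, all genes of the 4 pathways were past it, but the lists were chosen on these samples and this is not independent evidence. Their medians, in the order given, were 0.32, 0.37, 0.35 and 0.37, and with the gene-length offset 0.08, 0.13, 0.10 and 0.15, with 0 genes past the threshold and 3, 7, 5 and 4 at an unadjusted p under 0.05. The fit without control replicate 1 had 0 genes of these pathways past the threshold (15, 14, 13 and 8 at an unadjusted p under 0.05), and without control replicate 2 there were 10, 8, 9 and 4.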

The enrichment of this group of pathways provides evidence of a functional role for *Fezf2* in regulating neuronal signaling at the synapse.

In addition to the general role for *Fezf2*-regulated genes in neuronal transmission, two other pathways were significantly overrepresented in this gene set. Sixteen *Fezf2*-regulated genes were identified in the calcium-signaling pathway (Figure 5A; Table 2), with the dysregulated genes predominantly involved in the calcium transport at the membrane (5/16 genes; *Cacna1b, c, d*, *Grin2a* and *Chrna7*) or triggering intracellular calcium release (9/16 genes; *Grm1, Erbb4, Grm5, Htr2c, Prkca, Plcb1, Adcy2, Chrm2* and *Plcd3*). 

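Of the 16 calcium-signaling genes, 15 rose and 5 were past the threshold (16 adjusted over the list alone, which was chosen on these samples and is not independent evidence). *Cacna1c* (0.45, standard error 0.0587, adjusted p = 0.0142 from edgeR), *Chrna7* (0.38, adjusted p = 0.0407), *Plcb1* (0.35, adjusted p = 0.0315) and *Adcy2* (0.34, adjusted p = 0.0315) were past it, as was *Camk2d* (0.31, adjusted p = 0.0448). *Cacna1b* and *Cacna1d* had log2 fold changes of 0.41 and 0.36 without passing it. *Htr2c* (chromosome X, 146962513 to 147197274) fell, with 471 ± 81.1 normalized counts in *Fezf2 shRNA*-treated samples and 749 ± 323 in controls (SD, n = 4 each). Its log2 fold change was -0.67 (standard error 0.251, adjusted p = 0.185 from edgeR), and the treatments overlapped (exact permutation test, p = 0.0857). Control replicate 3 had 1211 normalized counts of *Htr2c* against 493 to 730 in the other 3 controls, and without it the log2 fold change was -0.33. With the gene-length offset 13 of the 16 genes rose, with a median of 0.10, 0 were past the threshold and 8 had an unadjusted p under 0.05. Past the threshold were 0 of the 16 without control replicate 1 (15 at an unadjusted p under 0.05) and 8 without control replicate 2.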

The nature of the enriched genes in the calcium signaling pathway therefore suggests an importance for *Fezf2* in the regulation of calcium flux in neurons, which is important to the plasticity of neurons (Adasme et al., 2011).

Finally, 11 genes were identified in the cell adhesion molecules pathway. Most cell adhesion molecules changed here after *Fezf2* knockdown are associated with synaptic interactions (7/11; *Ncam1, Ncam2, Nrxn1, Nrxn3, Nlgn1, Negr1* and *Nectin3*), providing further support to the role for *Fezf2* in the regulation of neuronal transmission. 

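All 11 genes of the cell adhesion pathway rose, with log2 fold changes from 0.23 (*Lrrc4c*) to 0.63 (*Negr1*). *Negr1* (standard error 0.0952, adjusted p = 0.0255 from edgeR), *Nlgn1* (0.52, adjusted p = 0.0273) and *Nrxn3* (0.43, adjusted p = 0.0315) were past the threshold, as was *H2-Q4* (0.42, standard error 0.0761, adjusted p = 0.0273). *Ncam1*, *Ncam2*, *Nectin3*, *Ptprm* and *Cdh4* rose by 0.23, 0.28, 0.39, 0.32 and 0.49 without passing it. Adjusted over the list alone all 11 passed, which is not independent evidence for a list chosen on these samples. *H2-Q4* spans 5058 bp, and its log2 fold change was 0.53 with the gene-length offset, whereas the median of the 11 genes was 0.07 and that of *Nrxn3* 0.03. With this offset 0 of the 11 genes, *H2-Q4* included, were past the threshold, and 4 had an unadjusted p under 0.05. For *Nrxn3* the largely exonic part changed by -0.04 (standard error 0.1) and the largely intronic part by 0.42 (standard error 0.0925). Past the threshold were 0 of the 11 genes without control replicate 1 (11 at an unadjusted p under 0.05) and 7 without control replicate 2.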

The remaining genes were implicated in either neuronal growth cone and axon association (*Ptprm* and *Lrrc4c*) or the immune system (*H2-Q4*; Table 2).

Analysis of the gene expression changes in these pathways revealed nearly all but one of the *Fezf2*-regulated genes as up-regulated (Figure 5B). These analyses together indicate a negative regulatory role for *Fezf2* in neuronal signaling and plasticity in the mature M1.

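Taking the 3 pathways of Figure 5B, *Htr2c* was the only gene with a negative log2 fold change in the RNA-seq counts of neuroactive ligand-receptor interaction and calcium signaling, and none fell among the cell adhesion molecules. The intronic parts that could be separated rose by between 0.18 (*Ncam1*) and 0.56 (*Grm7*) in the increased genes of these pathways, which is not independent evidence because the genes were chosen on these samples from counts that include introns. Among the exonic parts that could be separated were those of *Nrxn3* (-0.04), *Lrrc4c* (-0.09), *Cacna1b* (0.16) and *Camk2d* (0.14).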

### Gene Ontology Analysis of *Fezf2*-Regulated Genes

To further investigate enrichment of functional roles for the *Fezf2*-regulated genes in mature M1, we performed functional annotation clustering based on gene ontology classes using DAVID (Huang et al., 2007). Fifteen significantly overrepresented functional clusters were found (Figure 5C; Supplementary Table S7), which together additionally suggests a functional role for *Fezf2* in mediating neuronal transmission and function. For example, clusters included an enrichment of genes involved in synaptic transmission, regulation of ion channel activity and encoding mRNAs that localize to the synapse or axon part (Figure 5C).

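For the terms with complete gene lists in Supplementary Table S7, most listed genes rose with *Fezf2 shRNA*, but the share varied. It was 2 of 3 for cyclic nucleotide catabolic process, 9 of 12 for adult behavior and all 27 for cation channel activity. Under synapse, 42 of 45 genes rose (median log2 fold change 0.32), 14 were past the threshold over all genes tested and 44 adjusted over the list alone. Under cell adhesion, 30 of 31 rose (median 0.38) and 11 were past the threshold (31 adjusted over the list alone). These lists were chosen on these samples, so the counts over the list alone are not independent evidence. The gene-length offset gave medians of 0.08 and 0.14 and 0 genes past the threshold (16 and 13 at an unadjusted p under 0.05). DESeq2 with its prior called 40 and 30. Leaving out control replicate 1 left 0 and 0 past the threshold (43 and 31 at an unadjusted p under 0.05), and leaving out control replicate 2 gave 22 and 16.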

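Under the DAVID term synaptic transmission, 20 of 22 genes rose, 8 were past the threshold and 22 adjusted over the list alone. Under ion channel activity, 35 of 36 rose, 15 were past the threshold (14 increased, 1 decreased) and 36 adjusted over the list alone. Under axon part, all 6 genes rose (median log2 fold change 0.34, median span 197.1 kb), 1 was past the threshold and 6 adjusted over the list alone. The last counts are again not independent evidence, since the lists were made from these samples. Median spans were 415.0 kb for synaptic transmission and 306.4 kb for ion channel activity, and their median log2 fold changes of 0.34 and 0.35 became 0.05 and 0.11 with the gene-length offset. In the order given, the 3 terms had 0 genes past the threshold without control replicate 1 (22, 36 and 6 at an unadjusted p under 0.05) and 14, 21 and 3 without control replicate 2.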

In addition to the generalized functional role for *Fezf2* in neuronal activity, a significant functional cluster showed an enrichment of genes important for regulating behavior (locomotory, sensory perception and learning/memory; Figure 5C). 

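For behavior, 28 of 32 listed genes rose in *Fezf2 shRNA*-treated M1, with 8 past the threshold and 31 adjusted over the list alone. Locomotory behavior had 20 of 23 rising and 5 past the threshold, and learning or memory 9 of 10 rising and 4 past it (23 and 10 adjusted over the list alone, not independent evidence for lists chosen on these samples). The medians were 0.33, 0.33 and 0.36, and with the gene-length offset 0.06 in each. Without control replicate 2 the counts past the threshold were 17, 14 and 6, and they were 0 without control replicate 1 (29, 21 and 10 at an unadjusted p under 0.05).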

To examine whether these behavior-related genes have a direct association with specific known phenotypes we performed overrepresentation analysis using the mammalian phenotype ontology database (Smith et al., 2004). Amongst the top 10 significantly overrepresented phenotypes four main groups were identified, abnormal learning/memory, abnormal motor capabilities, abnormal social interaction and abnormal synaptic transmission (Figure 5D; Supplementary Table S8), similar to the findings from the DAVID analysis. However, the use of this database also identified significant overrepresentation of specific behavioral phenotypes associated with these main groups, including abnormal associative learning, hyperactivity and abnormal locomotor activation (Figure 5D; Supplementary Table S8). 

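The gene lists of abnormal motor capabilities and of abnormal locomotor activation were not available in full, and the other 8 phenotypes in Supplementary Table S8 were compared. Of 62 genes under abnormal learning, memory or conditioning, 57 rose with *Fezf2 shRNA* and 5 fell (median log2 fold change 0.35), 21 were past the threshold and 62 adjusted over the list alone. Abnormal synaptic transmission had 60 of 63 rising (median 0.33), with 20 past the threshold, and abnormal social interaction 33 of 34 rising (median 0.32), with 7 past it (63 and 34 adjusted over the list alone). The lists were chosen on these samples, so that the counts over each list alone are not independent evidence. In the fit with the gene-length offset the medians were 0.08, 0.08 and 0.06, and 0 genes were past the threshold, with 24, 24 and 9 at an unadjusted p under 0.05. The counts were 0 without control replicate 1 (61, 62 and 33 at an unadjusted p under 0.05), and without control replicate 2 they were 34, 34 and 11.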

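Under abnormal associative learning, 34 of 37 genes rose with *Fezf2 shRNA*, and 11 were past the threshold. Under hyperactivity, 39 of 43 rose, and 16 were past the threshold, 15 of them increased. Adjusted over the list alone, all 37 and all 43 passed, which is not independent evidence for genes chosen on these samples. The median log2 fold changes were 0.36 and 0.32. They were 0.08 in both lists with the gene-length offset, which left 29 and 35 genes rising and 14 and 17 at an unadjusted p under 0.05, with 0 past the threshold. Of both lists, 0 genes were past it without control replicate 1 (36 and 42 at an unadjusted p under 0.05), and 18 and 24 without control replicate 2.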

Based on these results maintaining *Fezf2* expression could therefore be functionally important to the normal regulation of behavior, particularly learning and motor behavior.

## Discussion

During development, *Fezf2* has a defined function regulating the expression of genes important to the correct specification of axonal projection and directing the excitatory fate of CSpPNs in layer 5 of the cortex (Chen B. et al., 2005; Chen J.-G. et al., 2005; Molyneaux et al., 2005; Lodato et al., 2014). Although there is significant understanding of the regulatory role FEZF2 plays in cortical development (Molyneaux et al., 2005; Srinivasan et al., 2012; Guo et al., 2013), the impact of changing *Fezf2* gene expression levels in the mature brain has been largely neglected. In this study, we investigated the hypothesis that *Fezf2* expression in the mature M1 continues to have an important functional role for the regulation of gene expression. Here, our results demonstrate that reducing *Fezf2* expression, specifically in M1, causes significant changes to the transcriptome, altering the expression of genes that collectively have the potential to disrupt normal neuronal function and behavior.

Notably, our dataset reveals a predominant repressor role for *Fezf2* in mature M1 (Figure 4A), which is in contrast to the previously observed activator role for *Fezf2* in development (Lodato et al., 2014). In accordance with our findings, *FEZF2* is a known tumor suppressor gene in mature tissue, with the silencing of *FEZF2* expression causative of nasopharyngeal carcinoma and implicated in brain tumors (Shu et al., 2013). This contrast in regulatory function could indicate an important adaptive change for *Fezf2* based on tissue state. Certainly, our analyses of the *Fezf2*-regulated genes identified in developing and mature tissues revealed only a small subset common to both datasets and two distinct sets of genes that together have unique functional roles specific to each environmental setting (Figure 4C). Such a distinctive transition in *Fezf2* function could be indicative of an influence from changes in the chromatin landscape that are commonly observed through developing and differentiated cell states. For example, chromatin becomes more compact in differentiated cells (Chen and Dent, 2014), which could refine the binding sites available to FEZF2. However, of the *Fezf2*-regulated genes common to developing and mature tissue, there was a shift of all genes once activated by *Fezf2* to be repressed (Figure 4B). FEZF2 itself could therefore be important for regulating changes to the chromatin state, to allow a switch in activation to repression of the same gene. Transcription factors, once bound to the DNA, can regulate active or repressive changes to chromatin remodeling, dependent on the factors recruited (Brettingham-Moore et al., 2015). For example, transcription factor RUNX1, essential to hematopoietic differentiation, recruits protein arginine methyltransferase 6 (PRMT6) in progenitor cells, which mediates repressive epigenetic modifications to the genes required for differentiation. Once the progenitor cells differentiate, the association of RUNX1 with PRMT6 is lost and a coactivator complex recruited in its place (Herglotz et al., 2013). *Fezf2* interacts with members of the corepressor groucho family (Zhang et al., 2014), which can recruit additional factors such as PRMT5 to mediate repressive modifications to the chromatin (Patel et al., 2012). Increased availability and/or increased interaction with such cofactors could facilitate the FEZF2 repressor function in mature tissues.

Changes in gene expression are commonly observed in neurological disease (Wang et al., 2007; Satoh et al., 2014) and may represent negative changes in neural cells. For example, disruption to the expression of genes that dictate neuronal identity could contribute to the progression of neuropsychiatric and neurodegenerative disease (Kadkhodaei et al., 2009; Liu et al., 2010; Song et al., 2011; Deneris and Hobert, 2014; Jaitner et al., 2016). Our previous characterization of the functional phenotypes in *Fezf2*-expressing neurons of M1 identified a wider action potential in *Fezf2*-expressing neurons indicating an enhancement of calcium flux in these neurons (Tantirigama et al., 2014, 2016). It was therefore noteworthy to find an enrichment of *Fezf2*-regulated genes involved in the regulation of calcium flux (Figures 5A,B), a function directly relevant to *Fezf2*-expressing neuronal phenotypes. Nearly all the *Fezf2*-regulated genes identified in the calcium-signaling pathway here were upregulated with *Fezf2* knockdown, suggesting that *Fezf2* is a negative regulator of calcium flux. This negative regulation could have huge importance in maintaining healthy mature neurons, as excessive calcium signaling is a common trait in several neurodegenerative diseases, including ALS (Marambaud et al., 2009). Additional enriched pathways and Gene Ontology analysis also indicated a general functional importance for *Fezf2*-regulated genes in neuronal signaling and plasticity (Figures 5A,C). The regulation of synaptic transmission and cell signaling is essential to the phenotype of neurons and would therefore indicate a role for *Fezf2* in sustaining neuronal phenotypes in the healthy mature M1. It will be interesting to investigate the effects of these gene changes on the functional phenotypes of *Fezf2*-expressing neurons in M1.

Gene Ontology and Phenotype Ontology analysis of *Fezf2*-regulated genes additionally indicated a functional role in regulating behavior (Figures 5C,D), with specific behavior phenotypes including abnormal associative learning, abnormal social interaction, abnormal locomotor activation and hyperactivity (Figure 5D). As our work is the first main study of *Fezf2’s* role in the mature brain, there is currently no research investigating the effects of *Fezf2* disruption on adult behavior, though interestingly hyperactivity is a developmental behavioral phenotype observed in *Fezf2−/−* mice (Hirata et al., 2004). Our findings of enriched associations in the mature M1 *Fezf2*-regulated genes to highly specific behavior phenotypes indicate that temporal disruption to *Fezf2* expression could negatively impact normal behavior.

## Conclusion

Here we used lentiviral-mediated conditional knockdown and RNA-seq technologies to provide evidence of a regulatory role for *Fezf2* in the mature mammalian brain. Our findings strengthen the idea that active expression of transcription factors is critical for the genetic networks in a healthy adult brain. Through the comparison of genes regulated by *Fezf2* in developing and mature tissues we demonstrate dynamic changes in the functional role of *Fezf2*. Moreover, the overrepresentation analyses of pathway and phenotype datasets, for *Fezf2*-regulated genes in mature M1, emphasize the potential functional implications of disrupting these gene networks. Together this highlights an importance for identifying and understanding the role of regulatory factors in matured neuronal subtypes.

## Accession Code

RNA-seq data, GSE102365.

## Author Contributions

AJC, RME and SMH: study concept and design. AJC and HEW performed the experiments and acquired data. AJC, HEW, RME and SMH: analysis and interpretation of the data. AJC: drafting of the manuscript. AJC, SMH, RME and HEW: major critical revisions of the manuscript. All authors had full access to the manuscript and data for approval.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CSpPNs: corticospinal projection neurons
EPA: environmental protection agency
*Fezf2*: Forebrain embryonic zinc finger 2
GFP: green fluorescence protein
IT-PN: intratelencephalic projection neuron
KEGG: Kyoto encyclopedia of genes and genomes
LV: lentivirus
M1: primary motor cortex
PNs: projection neurons
PT-PN: pyramidal tract projection neuron.

# Supplementary material for: RNA-Sequencing Analysis Reveals a Regulatory Role for Transcription Factor Fezf2 in the Mature Motor Cortex
**Source:** Front Mol Neurosci. 2017 Sep 7;10:283. doi: 10.3389/fnmol.2017.00283
**Supplement:** Supplementary file 9

**Supplementary Material**

**RNA-sequencing analysis reveals a regulatory role for transcription factor *Fezf2* in the mature motor cortex**

Alison J. Clare^1,3,4^, Hollie E. Wicky^1,3,4^, Ruth M. Empson^2,3^ and Stephanie M. Hughes^1,3,4^*.

Departments of ^1^Biochemistry and ^2^Physiology,

**Supplementary Figures**

**
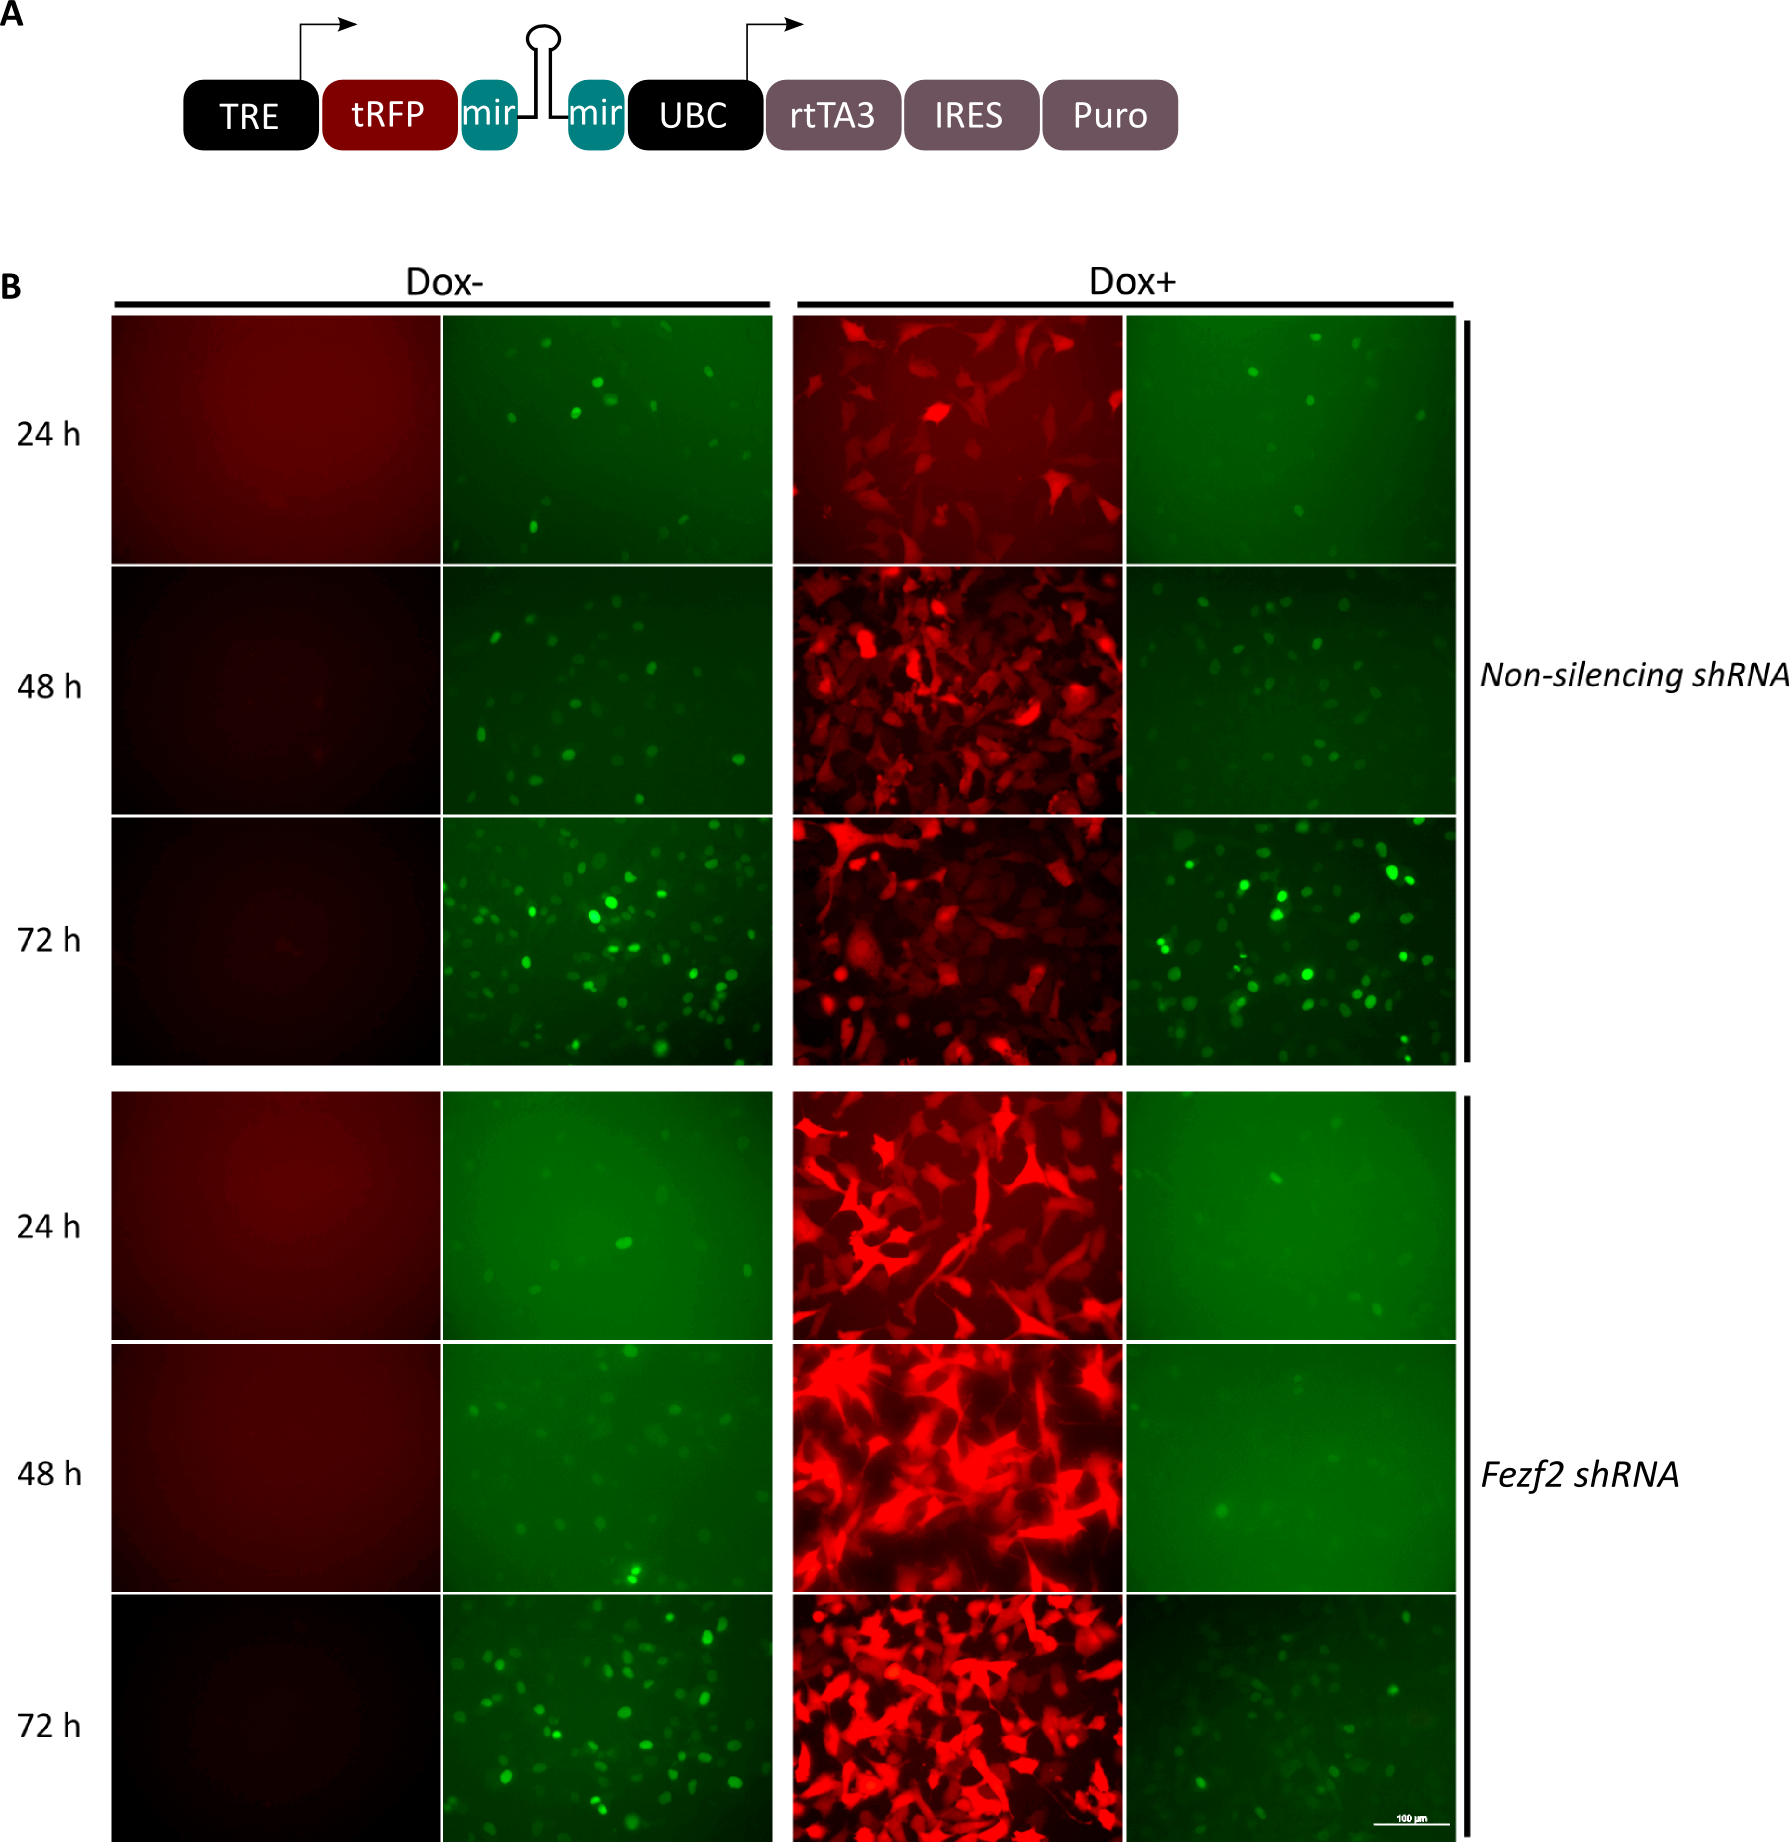
**

**Supplementary Figure 1 Mouse *Fezf2 shRNA* reduces GFP-FEZF2 protein expression in HT1080 cells. (A)** TRIPZ construct used to test the mouse *Fezf2 shRNA* effects on protein expression in HT1080 cells. Tetracycline response element (TRE) promotes expression of turbo RFP (tRFP) and shRNA (*Fezf2* or *non-silencing*) in the presence of tetracycline/doxycycline. A constitutive promoter, human ubiquitin C (UBC) regulates the expression of reverse tetracycline-transactivator 3 (rtTA3), required for tetracycline/doxycycline-dependent induction of TRE promoter, and puromycin resistance gene (Puro) used for selection of TRIPZ expressing cells in the generation of stable cell lines. The internal ribosomal entry site (IRES) allows the rtTA3 and Puro to be expressed as a single transcript. **(B)** Stable HT1080 cells were induced to express either the *non-silencing* or *Fezf2 shRNA* by addition of doxycycline (Dox+), before transduction of the *Gfp-Fezf2* construct. Uninduced cells (Dox-) were included as controls. RFP expression acts as a reporter of shRNA expression in the induced cells. GFP expression indicates the level of FEZF2 expression in cells. Scale bar is 100 µm.

**Supplementary Methods**

**Immunohistochemistry**

Sections were washed and thawed in phosphate buffer then blocked with PBS containing 3% (v/v) normal goat serum. We used a rabbit polyclonal anti-GFP (1:9999; Abcam, NZ; AB290) that first required a pre-incubation step on non-GFP expressing tissue for 1 h to reduce background from non-specific binding (Linterman *et al.* 2011). Tissue was then incubated overnight at 4 °C with anti-GFP and a rat monoclonal anti-dsRed primary antibody (1:999; ChromoTek [5F8]). Following three washes in PBS with Triton X-100 (0.2%) sections were incubated for 4 h at room temperature with Alexa Fluor 488 goat anti-rabbit secondary antibody (1:999; Invitrogen, NZ; A-11008) to enhance GFP signal and Alexa Fluor 555 conjugated goat anti-rat secondary antibody to enhance mCherry signal (1:999; Invitrogen, NZ; A-21434). After immunolabelling, sections were mounted on glass slides in anti-fade solution (0.1 g p-phenylenediamine made with 80% (v/v) glycerol in 0.1M phosphate buffer, pH 8.5). Fluorescent images were captured using the Olympus inverted microscope IX71 and merged using Adobe Photoshop. The brain regions that had fluorescence were identified using criteria from the Franklin and Paxinos Mouse Brain Atlas (Paxinos and Franklin, 2004).

**Validation of FEZF2 protein knockdown in cell culture**

HT1080 cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Life Technologies, NZ) with 10% fetal bovine serum (Thermo Fisher Scientific, NZ), 100 units of penicillin/streptomycin, 2 mM L-glutamine, 1 mM sodium pyruvate and 1X non-essential amino acids (Life Technologies, NZ). To express and test the efficiency of the mouse *Fezf2 shRNA* construct in HT1080 cells a constitutively expressed promoter was required. We therefore cloned the mouse *Fezf2 shRNA* sequence into a pTRIPZ lentiviral plasmid backbone (RHS4743; Open Biosystems, GE Healthcare, Dharmacon, CO, USA), which expresses an *Rfp* reporter gene and *shRNA* under the regulation of a tetracycline/doxycycline inducible promoter (**Supplementary Figure 1A**). The pTRIPZ plasmid was the original source of the *non-silencing shRNA* used in this study. Stable HT1080 cell lines were then generated to express either the mouse *Fezf2* *shRNA* or *non-silencing shRNA*. Briefly, HT1080 cells were seeded at 5 x 10^4^ in a 24-well plate and between 1 – 20 µL of pTRIPZ *Fezf2 shRNA* or pTRIPZ *non-silencing shRNA* expressing concentrated lentivirus was added to achieve a multiplicity of infection (MOI) of 1 - 15. Cells expressing the construct were then selected for according to the expression of a puromycin resistance gene from the pTRIPZ construct (**Supplementary Figure 1A**), by the addition of 0.5 µg/mL puromycin (GIBCO, Invitrogen, NZ). For the induction of RFP and *shRNA* expression 2 µg/mL of doxycycline was added to the cell media. To analyse the efficiency of the *Fezf2 shRNA* in protein reduction, the stable cell lines were plated at 1.0 x 10^4^ in a 6-well plate before transduction with lentivirus expressing a mouse *Gfp-Fezf2* construct at an MOI of 8.6. In two separate experiments, the *Gfp-Fezf2* construct was transduced either 48 h prior to induction of *shRNA* expression or once the *shRNA* was already induced. The expression of GFP-FEZF2 and *shRNA* (RFP) was then monitored at 24 h, 48 h and 72 h, either post *Gfp-Fezf2* transduction or post *shRNA* induction. Images were captured at each time-point using a 40 x objective on an Olympus IX71 microscope.

**Validation of shRNA sequence specificity**

To confirm the specificity of the *Fezf2* sequence the National Centre for Biotechnology Information (NCBI) tool; basic local alignment search tool nucleotide (BLASTN, Altschul et al. 1997) was used to align the sequence specific portions of the shRNA to the mouse reference RNA sequence database.

**Gene Ontology analysis**

For both DAVID and WebGestalt analyses, all genes expressed across the M1 samples after filtering based on cpm were uploaded as the background gene list. When analysing the microarray dataset from Lodato *et al.* (2014), a list of expressed genes in all samples was acquired from Gene Expression Omnibus (GSE56451). For DAVID analysis of all Fezf2-regulated genes identified in mature M1, the categories databases included for term enrichment analysis were the three gene ontology categories (biological pathway, cellular component and molecular function). The standard cluster settings were applied; classification stringency, medium and EASE score, 1.0. The significance cut-off for each annotation cluster was based on an assigned enrichment score of 1.3 or higher. These scores are –log10 of the p-value (e.g. a score of ≥ 1.3 is equal to a p-value ≤ 0.05). Each individual term that makes up a cluster is additionally reported with a Benjamini-Hochberg adjusted p-value (**Supplementary table 5**). KEGG pathway analysis of *Fezf2*-regulated genes in mature M1 was performed on Webgestalt (Wang *et al.* 2013), with multiple testing correction by the Benjamini-Hochberg method. To identify overrepresentation of genes with known associated mammalian phenotypes, the mammalian phenotype ontology database (Smith *et al*. 2004) was used on Webgestalt (Wang *et al.* 2013) and the Benjamini-Hochberg multiple testing correction was applied (**Supplementary table 6**). For the analysis of term enrichment in *Fezf2*-regulated genes specific to developing (Lodato *et al.* 2014) and mature cortical tissue, gene ontology analysis was performed using WebGestalt (Wang *et al.* 2013), with Bentamini-Hochberg multiple testing correction. In advanced parameters an output of the top 10 significant gene ontology terms only was selected.

How the deposited data were processed for this re-analysis (not part of the article)

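RNA-seq libraries of total RNA from M1 treated with *Fezf2 shRNA* (4 libraries) or *non-silencing shRNA* (4 libraries) were compared, with 1 library per tissue sample. The deposited record gives 4 animals of each treatment, and each library was treated as 1 animal. Samples were assigned to their treatment by the titles and labels of the deposited record, which the paper's Table 1 also uses. The count file holds raw counts per Ensembl transcript, made by the authors with tophat2 and BEDTools multiCov. A second deposited table holds the authors' DESeq2 results per gene and was used only to check which transcript stands for a gene and for comparison. Its signal values are the authors' base means, the mean over all 8 samples of counts divided by size factors. Its log2 fold changes and their standard errors were estimated by the authors with DESeq2. Its score values are the Wald statistics of the authors' DESeq2 test. Its p values and adjusted p values are those of the authors' Wald test, adjusted by Benjamini-Hochberg. Whether reads that align to several places were counted is not stated in the paper's text.

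A genomic interval was taken for each transcript from the annotation of GRCm38 (GENCODE release M21). The counts of 1 transcript per gene, the one with the lowest Ensembl number, were used, and the alternative took the transcript with the widest interval. Genes were tested when they had more than 8 CPM in at least 4 libraries, and the tests used edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3, with no covariate. Standard errors of log2 fold changes are those of the fit, and normalized counts are counts divided by the effective library size and multiplied by its mean. Sets of genes were tested with fry and camera in limma 3.58.1 on log2 CPM with a prior count of 2, for 9 lists: genes activated or repressed by *Fezf2* in development (Supplementary Table S5), and lists of genes typical of neurons, oligodendrocytes, oligodendrocyte precursors, astrocytes, microglia and endothelial cells and of genes regulated by activity. The clustering used the 8% most variable genes after the blind variance stabilizing transformation of DESeq2 1.42.0, Euclidean distance and complete linkage, as the paper's methods give no linkage. Further steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

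Genes are named by a rule set in advance: every gene the results text names for these samples or for the shRNA, *Bcl11b*, genes of Table 2 that the text discusses, and the 5 genes with the smallest p in each direction among those past the threshold whose treatments did not overlap. Some genes outside the rule are marked as named after their values were seen. *Ano8*, *Grm7*, *Ache*, *Camk2d*, *Cdh4*, *4930447A16Rik* and *Gm8668* are also outside it and carry no mark where they are named. The same holds for *mt-Rnr2*, *Mbp* and the nuclear transcripts such as *Malat1*. Some genes, including genes under the rule, are not reported here. They remain in the counts and medians over lists of genes and in the groups examined for single libraries, but not in the counts of named genes.

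The alternatives were another normalization (the median of ratios of DESeq2, library totals, or TMM without the 10 genes with the most counts), another filter (more than 1 CPM, or none), DESeq2 with and without its prior, another threshold, the replicate number as a block, offsets for gene length and GC content (a per-library loess with a span of 0.3 of the log ratio to the mean library), both block and length offset, each library left out in turn, and for the clustering other linkages, distances, transformations and numbers of genes. GC content was taken from spliced transcripts because a genome sequence was not used here. Parts of genes were called exonic when at least 80% of their bases were exonic and the gene spanned at least 5 times the part, and intronic when at most 5% were. They needed a mean of at least 100 reads, and 1 was added to each count before the per-library ratios. As a test of genomic DNA, the reads per kb of the receptor genes for smell and pheromones in each library, times the span of the gene, were subtracted from the counts of every gene tested, with values under 0 set to 0, and the edgeR test was repeated.

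The steps were tested on simulated data with 200 changed genes. The edgeR test called 69.9% of the simulated changed genes, and 3.57% of its calls were not simulated as changed, against 69.4% and 9.46% for DESeq2 with its prior. A simulated trend with gene length gave 274 genes past the threshold without the length offset and 0 with it, and 74.6% of simulated changed genes were called when the offset was used. For a simulated set fry gave 3.91e-08, and 0.285 for a random set.

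The 8 libraries had 54684016 to 58003814 counts on genes, so that for most genes tested the replicate spread, and not the counting error, limits the precision. The enrichments of gene ontology, KEGG, DAVID and phenotype terms were not computed, because the lists of all members of the terms are not in the files. The comparison with binding sites of FEZF2 was left out because the supplementary list available here is incomplete, as are some lists of Supplementary Tables S6, S7 and S8. The qPCR, histology and cell culture data were not analysed here.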

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

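Among the tests in this part, those of a few genes taking most of the counts, GC content, overlapping genes, the subtraction of the reads of receptor genes, cells that express long genes and a strain variant, and the counts of splits for the length trend and the intron balance, were chosen only after the result was seen.

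In groups of 4 libraries, the gap of the most extreme library to its neighbour was compared with the range of the group. The results that stood out were 3: *Apbb2* in control replicate 2 (4538 normalized counts against 4013 to 4102, a gap of 0.83 of the range), *Auts2* in *Fezf2 shRNA* replicate 1 (10983 against 7764 to 8264, 0.845) and the trend of the counts with gene length in *Fezf2 shRNA* replicate 2 (0.841). This trend, the Spearman correlation across genes of a library's deviation from the mean with log gene span, was -0.000734 in that library against 0.386 to 0.459 in the other *Fezf2 shRNA* libraries and -0.422 to -0.141 in controls. As 54 groups were examined and 2.7 are expected by chance at 1 in 20, 3 such values are about what chance gives. Neither the labels nor the paper give a batch or date, and no technical or biological explanation was tested for these single libraries.

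Across the genes tested, which are not independent replicates, the log2 fold change rose with gene span (Spearman's rho 0.597, between 0.550 and 0.632 with each library left out). The paper does not report this trend. Among the 35 splits of the 8 libraries into groups of 4, only 1, the split by treatment, gave a trend as large, and the next reached 0.576. Reads on largely intronic parts of genes rose against those on largely exonic parts by 0.19 (log2, 700 genes). All 4 *Fezf2 shRNA* libraries (0.03 to 0.14) lay above all controls (-0.14 to -0.02), and 1 of 35 splits was as large, the next at 0.169. Reads also rose on 1331 receptor genes for smell and pheromones with no overlapping gene, which serve as unexpressed regions: the log2 ratio was 0.35, from 96.7 to 109 CPM in controls to 123 to 143 CPM with *Fezf2 shRNA* (exact permutation test, p = 0.0286, n = 4 each).

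These patterns and the excess of increased over decreased genes were weighed together. For genes past the threshold, library size scaling is argued against by the other scalings, under which at least 92.9% of changed genes increased. At an unadjusted p under 0.05 the balance did move with the scaling, from 1179 increased of 1961 genes with TMM to 937 of 2015 with library totals, so at that level the excess depends on the scaling. Chance is argued against by the splits, of which 1 of 35 gave as many changed genes, with 7 in the next. With the 10 genes with the most counts left out, 202 genes increased, and among changed genes with no overlapping gene 94.7% increased. Both argue against these as the whole cause. With an offset for GC content 204 genes increased, but the GC content was that of spliced transcripts. As the counts cover introns, this offset cannot exclude an effect of the GC content of introns. Genomic DNA would add the same number of reads per kb to all regions, and the rise on the receptor genes goes with some of it. When the reads per kb of the receptor genes in each library were subtracted from every gene tested, 156 genes increased and 7 decreased, which argues against genomic DNA at this level as the whole cause but leaves it open for a part. With 2 and 3 times this level subtracted, 122 and 74 increased. More cells that express long genes would raise their exons too. The exonic parts of genes over 300 kb had a median change of -0.0278, which argues against such cells as the whole cause. Across the 1739 exonic parts tested, the change did rise with gene span (Spearman's rho 0.225). In genes with both parts, the exonic median was -0.100 under 10 kb. Such cells therefore stay open for a part.

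What stays open for the excess of increased genes is a trend with gene length or intron reads: with the gene-length offset, 0 genes increased (612 at an unadjusted p under 0.05), so the excess may reflect a higher share of intron reads in the *Fezf2 shRNA* libraries and not a change in each gene on its own. Genomic DNA stays open for a part of it, since 156 of the 205 increased genes were still past the threshold after the subtraction, and the level in the other regions was not measured. A higher share of nuclear RNA, from the handling of the tissue or the preparation of RNA, cannot be told apart from this, because the nuclear transcript *Malat1* rose by 0.21 with a standard error of 0.116, a range that includes both no change and the rise of intronic reads. The other nuclear transcripts had log2 fold changes of -0.07 (*Neat1*), 0.08 (*Meg3*), -0.14 (*Rian*), -0.14 (*Mirg*), -0.01 (*Miat*) and 0.07 (*Snhg11*). The knockdown of *Fezf2*, which the design names, could also raise the amount of unspliced RNA. This stays open as untested, since each tissue sample was prepared 1 time. More cells that express long genes stay open for a part of the excess, since exonic parts rose weakly with gene span. The GC content of introns stays open as untested.

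*Gm15941*, which is not in Supplementary Table S3, had the largest decrease among genes past the threshold, with a log2 fold change of -2.17 (adjusted p = 2.16e-05 from edgeR). It stayed between -2.21 and -2.15 with each *Fezf2 shRNA* library left out, was not tested without a control library because it was then under the filter, and was -0.30 (adjusted p = 0.543 from edgeR) with the widest transcript. Adjusted p ranged from 3.98e-55 to 0.543 over the alternatives other than left-out libraries. The overlapping gene *4930447A16Rik* had 563 to 759 counts in controls, 224 to 257 in *Fezf2 shRNA* replicates 1 to 3 and 579 in replicate 4. A strain or donor variant is a candidate explanation, and it cannot be told apart from an effect of the knockdown, because the genotypes of the mice are not in the files. The neighbouring pseudogene *Gm8668* had 10 counts in *Fezf2 shRNA* replicate 3 against 364 to 486 in the other 7 libraries, so a local difference that does not follow the treatment exists in this region.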

How the results depend on the processing

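The alternative that takes the widest transcript and the parts of genes were chosen only after the result was seen, and all others were set beforehand as alternatives. The use of the GC offset and of the fit without the 10 genes with the most counts as tests of explanations was chosen after the result was seen. The counts of changed genes kept within 1.5 times of 218, and their direction, with the median of ratios of DESeq2 in edgeR (225, 212 increased), library totals (154, 143 increased), TMM without the 10 genes with the most counts (211, 202 increased), the GC offset (217, 204 increased), no fold change threshold (218) and the widest transcript (221, 209 increased). Of the 218 genes, 218, 153, 197, 193, 218 and 194 were called again in these fits.

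With more than 1 CPM as the filter, 111 genes changed (107 increased, 4 decreased: *Gprc5b*, *Cabp7*, *Ccng1* and *Gm15941*), 105 were in Supplementary Table S3, 9 in Table 2, 6 among genes activated and 0 among genes repressed in development (24 of these at an unadjusted p under 0.05). With no filter, 85 changed (82 increased, and *Cabp7*, *Gm15941* and *Gm15996*, the last named after its values were seen, decreased), with 76 in Supplementary Table S3, 8 in Table 2, 3 among those activated and 0 among those repressed (26 at an unadjusted p under 0.05). The cause was not tested.

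With DESeq2 and its prior, 734 genes changed (645 increased, 89 decreased, 87.9% increased), 638 in Supplementary Table S3, 39 in Table 2, with 37 among those activated and 9 among those repressed in development, and *Fezf2* passed the threshold (-0.25, adjusted p = 0.0256 from DESeq2, 0.0256 to 0.452 over its alternatives). Without the prior there were 752 (658 increased, 94 decreased, 87.5%), 644, 39, 39 and 10, and *Fezf2* was -0.28 (adjusted p = 0.0256). The cause was not tested. At an adjusted p of 0.01, 3 genes remained (*Slc9a9* and *Kctd16* increased, *Gm15941* decreased, 66.7% increased), 0 in Table 2 (47 at an unadjusted p under 0.05) and 0 and 0 among the development lists (72 and 19). The stricter limit itself is the cause.

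With the gene-length offset, 2 genes changed (0 increased, and *Gm15941* and *Gm20388* decreased, so that the share increased was 0%), 0 in Supplementary Table S3 (385 at an unadjusted p under 0.05), 0 in Table 2 (20) and 0 and 0 in the development lists (44 and 7). The median of the genes activated in development reversed to -0.0237, the call of the set repressed in development was lost (0.0356), and *Apbb2* (-0.0216) reversed. The offset removes the trend with gene span by its construction, and so removes any true effect that follows it. With library totals, the activated set reversed to -0.00988. The repressed set was 0.0217 and no longer called by fry (adjusted p = 0.336 from limma). Camera with the preset correlation still called the activated and the repressed list (adjusted p = 0.0473 and 0.00631 from limma). Library totals shift the median of all genes to -0.06 from -0.03, and beyond this the cause was not tested.

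The replicate numbers were also used as a block, although nothing says that they pair the samples. Deviations from the group mean in libraries with the same number correlated at 0.307, 0.0931, -0.133 and 0.167 across genes, against -0.226 to 0.266 for different numbers. Only replicate 1 lies above that range, so a pairing by number is not established and none was assumed. With the block, 89 genes changed (84 increased, 5 decreased: *Ndrg1*, *Cabp7*, *Mag*, *Cldn11* and *Gm15941*), 85 of them in Supplementary Table S3, 8 in Table 2, 2 and 1 in the development lists. The set repressed in development had a median of 0.0549 with the block. Fry did not call it after adjustment over 9 lists (adjusted p = 0.107 from limma, 0.0228 unadjusted), while camera with the preset correlation did (adjusted p = 0.00705). With block and length offset, 2 changed (1 increased, *Gm15414*, and 1 decreased, *Gm15941*, 50% increased), 1 in Supplementary Table S3, 0 in Table 2 (19 at an unadjusted p under 0.05), 0 and 0 in the development lists (52 and 12), and *Apbb2* (-0.0222) reversed. The names *Gm20388*, *Ndrg1*, *Mag*, *Cldn11* and *Gm15414* were chosen after their values were seen.

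Across the 8 fits that each left out a library, the changed genes ranged from 0 (without control replicate 1, 1563 at an unadjusted p under 0.05) to 401 (without control replicate 2), increased genes from 0 to 367, decreased from 0 to 34, and the share increased from 71.4% (without *Fezf2 shRNA* replicate 3) to 100.0% (without control replicate 4). Genes in Supplementary Table S3 ranged from 0 to 323, in Table 2 from 0 to 26, among those activated from 0 to 26 and among those repressed from 0 to 3. The median of the activated set ranged from 0.00903 to 0.0441 and was called by fry at the upper end, without control replicate 2 (adjusted p = 0.0144 from limma). That of the repressed set ranged from 0.0449 to 0.0697, and fry called this set in all 8 fits (adjusted p from 0.0122 to 0.0459 in limma). The log2 fold change of *Fezf2* ranged from -0.31 to -0.26. The cause was not tested.

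In the clustering, 5 of 8 samples fell with their own treatment with average linkage, 7 with all filtered genes, 7 with log2 CPM and 7 with 1 minus Pearson's correlation, and between 4 and 7 of 7 with a sample left out. Ward linkage and the 20% most variable genes gave 8, as did the widest transcript. The cause was not tested.

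For the named genes other than *Fezf2*, 39 of 209 values under the alternatives changed their call or direction (29 weaker, 8 stronger, 2 reversed), and 35 of 148 with a library left out (33 weaker, 2 stronger). The depth of 54684016 or more counts per library does not limit the calls of genes past the filter, but parts of genes have fewer reads, and the exonic parts, with a median of 391, were less able to reach the threshold than the intronic parts.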

Differences from the paper's values

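The number of changed genes was 218 here against the paper's 756, with 205 increased against the paper's 658 and 13 decreased against the paper's 98. Of the 21 alternatives, 2 came within the paper's values, DESeq2 with its prior (734, 645 and 89) and without it (752, 658 and 94). Both were set before the data were examined, and with the other alternatives the number of changed genes stayed between 0 and 401. The paper's overlap with genes regulated in development is 42, against 15 changed genes here. DESeq2 gave 46 with its prior and 49 without it, and edgeR without control replicate 2 gave 29, which lies within 1.5 times the paper's value, and no other alternative set before the data were examined did.

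The adjusted p of *Auts2* was 0.0572 against the paper's 0.001, and DESeq2 gave 8.62e-04 with its prior and 8.6e-04 without it, the only ones that came within 1.5 times.

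For the log2 fold changes, the paper's values come from Supplementary Table S3 and a value was taken as different when it lay further away than the larger of the 2 standard errors. *Htr2c* was -0.67 against the paper's -0.37, and came within the larger error with DESeq2 and its prior (-0.26), with DESeq2 without it (-0.67, where the error of the fit itself is larger), without control replicate 3 (-0.33) and without *Fezf2 shRNA* replicate 4 (-0.58). *Slc9a9* was 0.56 against the paper's 0.50, and came within the error with library totals (0.53), DESeq2 with its prior (0.54), the block (0.56), and without control replicate 1 (0.55), control replicate 4 (0.55), *Fezf2 shRNA* replicate 1 (0.53) or *Fezf2 shRNA* replicate 4 (0.56). *Unc5d* was 0.83 against the paper's 0.71, and did so with library totals (0.80), DESeq2 with its prior (0.71), and without control replicate 2 (0.80), *Fezf2 shRNA* replicate 3 (0.74) or *Fezf2 shRNA* replicate 4 (0.81). *Cabp7* was -0.68 against the paper's -0.51, and did so with DESeq2 and its prior (-0.54), the gene-length offset (-0.59), block and offset (-0.58), and without control replicate 3 (-0.58). *Spns1* was -0.37 against the paper's -0.24, and did so with the gene-length offset (-0.26) and with block and offset (-0.26). All these alternatives were set before the data were examined, and the others did not close the gap.

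The paper counts *Grin2a*, *Auts2* and *Gas5*, and in its table *Fezf2*, among the changed genes. Here their adjusted p were 0.0976, 0.0572, 0.167 and 0.0765 (edgeR). DESeq2 with its prior, set before the data were examined, called *Fezf2* (0.0256), *Grin2a* (0.0130) and *Auts2* (8.62e-04), and also *Apbb2* (0.0423), which is not in Supplementary Table S3, and no fit called *Gas5*. In edgeR fits, *Grin2a* was also called without control replicate 2, and *Auts2* without control replicate 3, with the block and with the widest transcript, an alternative chosen after seeing the values. The paper counts all genes of Table 2 as changed, and 15 of 47 were here, 39 with DESeq2 and its prior. Among these is *Htr2c* (adjusted p = 0.185 from edgeR), called by none of the fits.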

Other observations

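The counts of splits, and the test of the set repressed in development with the length offset, were chosen only after the result was seen.

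Of the lists of cell types, the 13 oligodendrocyte genes tested (15 listed) all fell, with a median log2 fold change of -0.52 (-0.65 to -0.31). The most abundant of them, *Mbp*, changed by -0.31. Over all genes tested 0 were past the threshold, 10 had an unadjusted p under 0.05, and 6 were past it adjusted over the list alone. With the replicate number as a block these counts were 2 (*Mag* and *Cldn11*, named after their values were seen), 12 and 12, and with the gene-length offset 0, 8 and 0. The set was called by camera with a preset correlation (adjusted p = 1.62e-05 over 9 lists), but not by fry (adjusted p = 0.184 from limma) or with the estimated correlation (0.480 adjusted). The median ranged from -0.64 without *Fezf2 shRNA* replicate 3 to -0.33 without control replicate 4. The mean deviation of the list by library was -0.07, 0.27, 0.10 and 0.72 in controls and -0.52, -0.63, 0.05 and 0.07 with *Fezf2 shRNA* (exact permutation test, p = 0.114). The genes moved together (estimated correlation 0.933), which is consistent with a lower share of oligodendrocytes or white matter in some dissected samples, and 4 of 35 splits gave a median as large, so chance is not excluded. M1 itself contains oligodendrocytes. A change in these cells by the knockdown was not tested.

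The other lists had medians of -0.04 (neurons, 15 genes), -0.21 (oligodendrocyte precursors, 5 genes), -0.10 (astrocytes, 11 genes), 0.14 (microglia, 10 genes), -0.21 (endothelial cells, 4 genes) and 0.30 (genes regulated by activity, 12 genes). None of these was called by fry, with adjusted p of 0.747, 0.184, 0.228, 0.635, 0.421 and 0.635 over 9 lists (limma). In the same order they had 0 genes past the threshold over all genes tested, with 2, 2, 2, 1, 1 and 0 genes at an unadjusted p under 0.05 and 0, 0, 0, 1, 1 and 0 past the threshold adjusted over the list alone. The endothelial gene was *Slc2a1* (-0.41), named after its values were seen. Camera with the preset correlation called none of these 6 after adjustment in the main fit. With the gene-length offset it called precursors (adjusted p = 0.0459 from camera in limma), endothelial cells (adjusted p = 0.0459) and genes regulated by activity (adjusted p = 0.0208), and with the block the last (adjusted p = 0.0393 from camera in limma). The median of the neuron list was 0.04 without control replicate 2 (adjusted p = 0.0884 from fry in limma), and that of genes regulated by activity ranged from 0.06 without *Fezf2 shRNA* replicate 2 to 0.63 without control replicate 2. The median of microglia ranged from 0.03 without *Fezf2 shRNA* replicate 4 to 0.27 without *Fezf2 shRNA* replicate 3, that of precursors from -0.24 to -0.12 (without *Fezf2 shRNA* replicate 2), that of astrocytes from -0.17 (without *Fezf2 shRNA* replicate 1) to -0.05 (without control replicate 1), and that of endothelial cells from -0.32 to -0.09 (without control replicate 4).

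For the genes repressed by *Fezf2* in development, 2 of 35 splits gave a median as large as 0.05, so that chance may account for it, and with the gene-length offset fry gave 0.0637 unadjusted (adjusted p = 0.316 from limma) with a median of 0.04. Whether the rise of this set follows gene length cannot be told apart from a change of its own, because with the offset the call was lost while the median stayed at 0.04 against 0.05. For the genes activated in development 14 of 35 splits gave a median as large.

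Repression of other genes through the seed of the shRNA was tested with the 7-mer GAATCAC in 3′ UTRs. The 753 genes with it differed from the other tested genes by -0.00531 in mean log2 fold change with the length offset. Of the 16192 7-mers compared, 20.4% had a lower standardized difference, so no widespread effect was seen in these counts. Because the counts cover introns, a change in spliced RNA would be diluted, and the test cannot exclude such repression.

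*Bcl11b*, which the paper names as a gene regulated in development, had 2403 ± 343 normalized counts with *Fezf2 shRNA* and 2661 ± 414 in controls (SD, n = 4 each), a log2 fold change of -0.15 (standard error 0.124, adjusted p = 0.525 from edgeR), from -0.20 without *Fezf2 shRNA* replicate 4 to -0.03 without control replicate 2. In the authors' deposited table, which holds 9836 genes, the paper's log2 fold changes had a Spearman correlation across genes of 0.966 with those computed here over the 9472 genes in both, and of 0.616 with log gene span.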
